# Distinct Cell Stress Responses Induced by ATP Restriction in Quiescent Human Fibroblasts

**DOI:** 10.3389/fgene.2016.00171

**Published:** 2016-10-04

**Authors:** Nirupama Yalamanchili, Andres Kriete, David Alfego, Kelli M. Danowski, Csaba Kari, Ulrich Rodeck

**Keywords:** metabolism, aging, inflammation, NF-κB signaling, Akt, p53, ischemia, mTOR pathway

## Abstract

Quiescence is the prevailing state of many cell types under homeostatic conditions. Yet, surprisingly little is known about how quiescent cells respond to energetic and metabolic challenges. To better understand compensatory responses of quiescent cells to metabolic stress, we established, in human primary dermal fibroblasts, an experimental ‘energy restriction’ model. Quiescence was achieved by short-term culture in serum-deprived media and ATP supply restricted using a combination of glucose transport inhibitors and mitochondrial uncouplers. In aggregate, these measures led to markedly reduced intracellular ATP levels while not compromising cell viability over the observation period of 48 h. Analysis of the transcription factor (TF) landscape induced by this treatment revealed alterations in several signal transduction nodes beyond the expected biosynthetic adaptations. These included increased abundance of NF-κB regulated TFs and altered TF subsets regulated by Akt and p53. The observed changes in gene regulation and corresponding alterations in key signaling nodes are likely to contribute to cell survival at intracellular ATP concentrations substantially below those achieved by growth factor deprivation alone. This experimental model provides a benchmark for the investigation of cell survival pathways and related molecular targets that are associated with restricted energy supply associated with biological aging and metabolic diseases.

## Introduction

Metabolic challenges due to limitations in nutrient uptake or mitochondrial dysfunction trigger adaptations that ultimately determine cell fate and survival. A key nodal point of metabolic adaption upon nutrient deprivation is induction of autophagy via inhibition of the serine/threonine kinase mammalian target of rapamycin (mTOR) (Kim et al., 2002; Laplante and Sabatini, 2009). In addition, metabolic challenges common in disease and aging are also accompanied by adaptive changes in TF activity, as exemplified by increased Nuclear Factor kappaB (NF-κB) transcriptional activity. NF-κB activation and increased expression of genes encoding inflammatory proteins has been observed in aged cells and tissues (Adler et al., 2007; Kriete et al., 2008; Kriete and Mayo, 2009; Salminen and Kaarniranta, 2009; Tilstra et al., 2011). It has also been suggested that energy stress caused by dysfunctional mitochondria may contribute to NF-κB induction in mammalian cells reminiscent of the retrograde response in yeast (Biswas et al., 2008; Srinivasan et al., 2010; Jazwinski and Kriete, 2012).

Much of the current understanding of metabolic stress responses is based on work with cycling cultured cells, or, in the case of aging, with cells subjected to replicative senescence (Toussaint et al., 2000; Bernard et al., 2004; Coppe et al., 2008; Chien et al., 2011). Metabolic dysfunction of fibroblasts under conditions resembling physiological tissue conditions has only recently come into focus (Koziel et al., 2011; Tigges et al., 2014). For many tissues including fibroblasts the prevalent cell state in the organism is quiescence (Yao, 2014). However, responses to metabolic perturbations in quiescent cells are often more subtle and difficult to detect when compared to metabolically active and cycling cells *in vitro*. To mimic quiescence and low biosynthetic rates prevalent *in vivo*, we limited in the present study the exogenous growth factor supply to cultured human fibroblasts for 24 h (serum deprivation). In addition, we depleted intracellular ATP levels in these cells by the combined use of mitochondrial respiration uncouplers and a glucose utilization inhibitor for further 24 h. At non-toxic levels, these interventions caused a marked decrease in ATP concentrations. Genome-wide transcriptional profiling revealed a distinct shift in the TF landscape in response to combined nutrient and ATP deprivation. Changes in transcriptional regulation pointed to activated NF-κB and Akt signaling nodes while p53 expression and signaling was reduced. Our results establish an experimental approach to dissect signaling networks in energy-deprived quiescent cells and highlight distinct signaling nodes that may contribute to cell survival in metabolically challenged cells and tissues.

## Materials and Methods

### Cell Line and Culture Procedures

The human fibroblast culture (AG10803, Coriell Institute for Medical Research, Camden, NJ) used in this study was derived from a 2 mm punch biopsy taken from the abdomen of a young donor. AG10803 cells have a normal karyotype. For experiments, low-passage (<6 population doublings) non-senescent cells were used. Cells were grown in medium consisting of EMEM (Mediatech, Herndon, VA) supplemented with 2 mM L-glutamine and 15% FBS without antibiotics at 37°C and 5% CO_2_. 24 h prior to experiments, cells were placed in growth factor-free, serum- free medium (MEM supplemented with 0.2% Bovine Serum Albumin/BSA), see Supplementary Figure S1. In order to reduce intracellular ATP levels, drugs that target the two major sources of ATP in the cell were added to the medium for another 24 h. To reduce glycolysis, we used 2-Deoxy-D-glucose (2DG) (Sigma, D6134) at 5 and 10 mM. 2DG was dissolved in water to prepare a 1M stock solution. In addition, mitochondrial respiration inhibitors were used to uncouple the respiration chain from the phosphorylation reaction. Uncoupling agents tested included 2, 4-Dinitrophenol (DNP) and Carbonyl cyanide 4-(trifluoromethoxy)phenylhydrazone (FCCP), which were used at working concentrations of 5 mM and 10 μM, respectively. DNP (Sigma, D198501) and FCCP (Sigma, C2920) were dissolved in 95% ethanol to prepare 833 and 50 mM stock solutions, respectively. Inhibitors were applied in different concentrations and combinations to achieve a gradual ATP depletion. At the end of the experiments, after 48 h, samples were collected and downstream assays performed as described below.

### Immunoblotting and Quantification

For immunoblot analysis, 30–45 μg of protein from acetone precipitated cytoplasmic extracts were resolved by gel electrophoresis using 4–20% gradient gels followed by transfer to nitrocellulose membranes. Primary antibodies to detect proteins were as follows: phospho-Akt (Ser473), Akt, phospho-GSK3β (S9), IκB-α, Phospho-Bad (Ser136) (D25H8), LC3B, ATG5, and phosphor-p70S6K (Thr389) (Cell Signaling cat # 9271, 9272, 9336, 9242, 4366, 2775, 2630, and 9206, respectively). Other primary antibodies include anti-NF-κB p65 (phospho S276) (from Abcam ab30623), p62 (BML-PW9860 Enzo Life Sciences), p53 (sc-263 Santa Cruz Biotechnology, Inc.), phosphor-eIF2α (Ser52) (sc-101670 Santa Cruz Biotechnology, Inc.), and GSK3β (610201 BD Trans. Lab.). The blots were stripped and reprobed 3–4 times. All blots were probed with α-tubulin (CP06, Calbiochem) for loading controls. Immunoblots were scanned and band intensities were measured using ImageJ (NIH Image, RSB). These measurements were normalized to α-tubulin loading controls. Readouts from experiments were averaged, standard deviations determined and *t*-tests, where applicable, were performed using MS Excel.

### Cell Cycle Analysis

5 – 6 × 10^5^ cells were seeded in a 100 mm petri dish with 16 ml growth medium. After 24 h, the growth medium was replaced with serum-free medium. Cell cycle distribution was determined by FACS analysis of trypsinized cells after washing with PBS, and resuspension in Triton X-100/ propidium iodide (PI) staining solution as described previously (Krishan, 1975).

### Determination of Intracellular ATP Content

A multiplexed luminescent cell assay was used to measure cellular ATP levels and these measurements were normalized to the number of cells. CellTiter-Fluor^TM^ Cell Assay (Promega) was carried out preceding ATP measurement. The assay is based on the principle that the cell-permeable fluorogenic peptide substrate GF-AFC (glycylphenylalanyl-aminofluorocoumarin) enters only intact cells, and is cleaved by cell-associated protease activity. This generates a fluorescent signal proportional to the number of viable cells. The non-toxic nature of the GF-AFC substrate makes it suitable for multiplexing with the subsequent CellTiter-Gloaaa Luminescent assay to measure ATP levels.

Assays were carried out using a sequential protocol. Cells were seeded in a 96-well plate in triplicates in 100 μl media. First, Cell Titer-Fluor reagent that contains substrate GF-AFC was added to generate fluorescent signal proportional to the constitutive protease activity within viable cells. Fluorescence was measured using a fluorescence reader set up at 380–400 nm excitation, 505 nm emission. Next, CellTiter-Glo^®^ Reagent that contains substrate luciferin was added to the cells. Following cell lysis, a luminescent signal proportional to the amount of ATP present in the cells was generated. Luminescence was measured using a Veritas luminometer. Analyses were performed in biological triplicates and results normalized to the number of cells.

### NF-κBp65 Transcription Factor Assay

The DNA-binding activity of NF-κBp65 protein was measured using the EZ-Detect chemiluminescent TF assay kit (Pierce, 89859, Rockford, IL) following the manufacturer’s instructions. Briefly, this assay measures binding of NF-κB present in nuclear extracts to immobilized NF-κB65 DNA binding-consensus sequences. 10 μg of nuclear extract were prepared according to the manufacturer’s protocol and incubated with 50 μl of binding buffer for an hour with mild agitation at room temperature. NF-κBp65 bound to plates was detected using an NF-κBp65 primary antibody followed by HRP-conjugated secondary antibody incubations for an hour each at room temperature. Chemiluminescence, generated by adding equal amounts of Luminol/Enhancer Solution and Stable Peroxide Solution, was immediately measured using a Veritas Microplate Luminometer with an integration time of 8 s. Luminometric data were expressed as relative light units and converted to fold-change relative to the control samples. Assays were performed in biological triplicates.

### Crystal Violet Viability Assay

Cells were seeded in 96-well microplates at a density of 5000 cells/well. Cells were washed twice with 1XPBS and fixed using 70% ethanol for 10 min at room temperature. The ethanol was then discarded and the plate was dried briefly. The cells were stained with crystal violet solution (0.2% crystal violet in 2% (v/v) ethanol) for 20 min at room temperature. The stained cells were subsequently washed thrice with 1XPBS. Finally, the crystal violet was solubilized in 1% SDS for 1 h on a shaker at room temperature. Absorbance was measured at 595 nm with a spectrophotometric plate reader.

### Bioinformatics Data Analysis

RNA was isolated from the cell lysate using Qiagen RNeasy mini kit according to the manufacturer’s instructions. Gene expression analysis for the experiment was performed with the Illumina platform (Illumina Corp. San Diego, CA, USA), using Human V6 arrays with 47323 transcripts. The raw data was deposited at the NCBI Gene Expression Omnibus (GSE67981). Data sets were normalized and outliers were excluded. Fold changes between four treated samples from two experiments relative to two samples from a control were determined, further filtered by a *t*-test between readouts and removal of unknown/predicted transcripts. 

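Among known transcripts (probes with 1 gene symbol that is not a predicted one), 2448 changed over 2-fold in both energy-restricted cultures relative to the control culture, 1123 of them higher and 1325 lower. With the fold change of the group means and the methods' t-test on the chips at their threshold of 0.005, the number of known transcripts over 2-fold was 2309. After Benjamini-Hochberg adjustment, the methods' t-test alone called 7359 probes at 0.05, of which 3661 were higher and 3698 lower. It takes 4 and 2 chips as replicates, although these come from 2 energy-restricted cultures and 1 control culture. Changes over 3.4-fold of the group means were measured for 346 known transcripts that were higher under energy restriction, among them the stress-induced TF gene ATF3, and for 420 that were lower, among them the sterol-regulated gene INSIG1. These numbers depended on the background correction: without it, 1197 known transcripts changed over 2-fold in both cultures, 117 were over 3.4-fold higher and 103 were over 3.4-fold lower. On the scaling of the deposited values, the corresponding numbers were 1279, 129 and 114. With the fold change of the group means and the methods' t-test, the number on that scaling was 1426, an alternative chosen after seeing the data.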

From the resulting list of 2310 transcripts (fold changes >2, *p* < 0.005) only 75 of the highest induced and repressed transcripts (fold changes >3.4) were selected. The reduction to 150 transcripts, representing 0.3% of all differentially expressed genes, provides a focus on biologically relevant changes and minimizes false-discovery-rates (Robinson et al., 2010). Promoter regions between -450 and +50 bp of these genes were scanned by Pscan (Zambelli et al., 2009). Enrichment significance scores (*p*-values) reflect likelihoods for specific TFs to bind to promoters with respect to the whole genome promoter set, based on a *z* test (Zambelli et al., 2009). Each TF is characterized by a motif or profile, as provided in the database JASPER, 2014 built (Portales-Casamar et al., 2010). A total of 263 motifs are available in JASPAR. TF motifs scores with low *p*-values are considered enriched, and motifs with high *p*-values are considered avoided. The regulatory TF network was inferred by connectivity data available from DNaseI footprints for fibroblast cell line AG10803, used for our experiments (Neph et al., 2012).

## Results

### Characterization of the ‘Energy Restriction’ Model

Exposure of fibroblasts to culture medium devoid of serum and growth factors for 24 h rendered these cells quiescent. This was confirmed by cell cycle analysis revealing that the fraction of cells in G0/G1 phase increased from 45 to 90% (see Supplementary Table 1).

Quiescent cells exhibited slightly reduced ATP levels as compared to proliferating cells (Supplementary Figure S2). To reduce ATP levels even further, additional metabolic inhibitors were added to the culture medium for a period of 24 h. Pharmacological inhibition of mitochondrial respiration alone reduced intracellular ATP concentrations only moderately when uncouplers (DNP, FCCP) were used at concentrations compatible with long-term (24 h) cell survival. Similar results were obtained when the glucose uptake inhibitor 2-deoxy-glucose (2DG) was applied. However, combining mitochondrial respiration inhibitors and 2DG markedly reduced total ATP content to about 5% of untreated controls (Supplementary Figure S2). At ATP concentrations beyond 80%, cell shrinkage became visually noticeable at 24 h (at 10× magnification), which was reversed within another 24 h and did not cause loss of cell viability or attachment as assessed by crystal violet stain (data not shown). Based on these findings we used a combination of 5 mM DNP and 5 mM 2DG for all subsequent experiments.

### Effects of Nutrient and Energy Deprivation on Transcription Factor Networks in Quiescent Fibroblasts

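Gene expression was measured in human dermal fibroblasts on Illumina arrays with 47323 probes. The 6 chips held RNA from 1 quiescent control culture, read on 2 chips, and from 2 energy-restricted cultures, each read on 2 chips. The cells had been made quiescent by 24 h without serum, and the energy-restricted cultures then received 5 mM 2,4-dinitrophenol (DNP), which uncouples mitochondrial respiration from ATP synthesis, and 5 mM 2-deoxy-glucose (2DG), a glucose analog that interferes with glycolysis, for 24 h. The repeated chips of a culture are technical replicates according to the submitters' labels, so they were averaged, and the comparison is of 1 control culture with 2 energy-restricted cultures. The deposited values are linear intensities that the authors had scaled, with chip means of 909 to 911 and chip medians of 156 to 199. The methods state that the data sets were normalized and outliers excluded, and the software is not given in the sources used here. Of the probes, 42.5% lay above background on each control chip and 39.9% to 41.6% on the energy-restricted chips. The 75th percentile of the intensities was 3.24 and 2.94 times the background peak on the control chips and 2.47 to 2.80 times on the energy-restricted chips. Intensities were background-corrected by normexp, offset by 16, quantile normalized and put on the log2 scale, and 20426 probes above background on both chips of at least 1 culture were tested with limma. Across these probes, the SD of the log2 difference averaged 0.303 between chips of the same culture, 0.346 between chips of the 2 energy-restricted cultures and 0.846 between control and energy-restricted chips. The control was not replicated as a culture and was assumed to vary like the energy-restricted cultures, so p-values rest only on the spread between these 2 cultures. In p-values and standard errors, that spread is mostly pooled over probes of similar intensity (79.7 prior against 1 residual degree of freedom). They say little about the variation of a single gene between cultures. The methods name 2 experiments for the energy-restricted samples, and which of them the control culture was run with is not given in the sources used here.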

We investigated changes in the transcriptional landscape associated with energy restriction imposed by nutrient and ATP restriction. Since TFs can both activate and repress gene expression, based on cellular context and the dynamics of TF interactions (Cusanovich et al., 2014), we focused on the top 150 transcripts that were either up- or downregulated (Supplementary Data Sheet 1). 

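Energy restriction was accompanied by changes in a large part of the measured transcripts. Of 20426 probes, 4234 were higher and 4405 were lower in the energy-restricted cultures (42.3% in all) at an adjusted p under 0.05 from limma. By gene, 2686 of 11849 were higher and 2800 were lower. The 10 genes with the largest estimated increase included ATF3, a stress-induced TF, which rose 39.4-fold (log2 fold change 5.30, standard error 0.19, adjusted p = 1.05e-38). DNAJB9, a co-chaperone of the endoplasmic reticulum, rose 21.4-fold (log2 fold change 4.42, standard error 0.16, adjusted p = 2.37e-39). The uncharacterized gene C11orf96 rose 23.4-fold, the cadherin gene CDH15 19.1-fold, the tight junction gene CLDN1 15.9-fold and INHBE, which encodes an activin subunit, 14.6-fold. CLDN1 was above background on only 1 of the 2 control chips. For 4 further genes no control chip was above background, so their fold changes are lower bounds, taken against the lowest signal above background on each control chip or the probe's own signal where that was higher. G0S2, an inhibitor of lipolysis, was at least 12.2-fold higher, SSPOP at least 9.15-fold, MCF2L at least 7.61-fold and TMIE at least 7.48-fold. Their ranks rest on control signal below background. Genes above background on all 6 chips, such as CTH (12.1-fold) and MSC (11.8-fold), exceeded the bounds of SSPOP, MCF2L and TMIE.

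The largest estimated decrease was that of BMPER, a secreted regulator of bone morphogenetic proteins, with a log2 fold change of -4.67 (standard error 0.24, adjusted p = 2.31e-29). Only 1 of 4 energy-restricted chips was above background for BMPER, so its size and rank are uncertain. Among genes above background on all 6 chips, INSIG1, a sterol-regulated inhibitor of SREBP processing, fell most, with a log2 fold change of -4.30 (standard error 0.18, adjusted p = 4.66e-34). Log2 fold changes were -4.18 for the claudin gene CLDN11, -3.97 for SGIP1, -3.85 for RAB7B (above background on 2 of 4 energy-restricted chips), -3.72 for the growth arrest gene GAS1, -3.68 for the Wnt inhibitor gene APCDD1 and -3.65 for UHRF1, which takes part in maintaining DNA methylation. C11orf87 was at least 10.4-fold lower and KRTAP1-3 at least 8.46-fold lower, with no energy-restricted chip above background. These 20 genes were chosen among those whose 4 energy-restricted chips lay on the same side of both control chips. The highest adjusted p among the 20 was 9.89e-21, for KRTAP1-3.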

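The selected transcripts in Supplementary Data Sheet 1, whose promoters were scanned, were matched to genes. The sheet's 145 different accessions matched a gene in 136 cases and stood for 130 genes, of which 119 were measured. Each gene is given by its brightest probe, which need not target the listed transcript. Of these, 60 were higher and 58 were lower under energy restriction at an adjusted p under 0.05 from limma, with a median fold change of 6.65 among the higher and 6.58 among the lower. RNF213 did not pass by its brightest probe (log2 fold change 0.10, adjusted p = 0.73), while another of its probes had a log2 fold change of -3.77. Of the 119 genes, 59 were over 3.4-fold higher and 54 over 3.4-fold lower by the brightest probe, and all 119 had some probe over 3.4-fold. The higher genes included 8 of the integrated stress response, the program of the TF ATF4, and 2 of the unfolded protein response of the endoplasmic reticulum. The lower genes included 7 of sterol and fatty acid synthesis controlled by SREBP, 3 of the extracellular matrix and 2 of the cell cycle. Because the paper chose these transcripts on these samples for their large changes, their direction here is not independent evidence. The scan of promoter motifs was not repeated here.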

We identified enriched TF motifs using the JASPAR 2014 database whereby *p*-values indicate the likelihood for a motif to occur against the background of promoters of all known genes (Mathelier and Wasserman, 2013). **Figure 1** shows the 20 most enriched and avoided TFs present in those genes out of 263 (based on *p*-value ranking, at *p* < 0.005 and *p* > 0.998 cutoffs, respectively) and their co-regulatory network for which connectivity information was available by DNaseI footprinting (Neph et al., 2012). Included in this group are highly connected nodes such as TFs SP1, SP2, KLF5, and NFKB1, one of the DNA binding motifs of NF-κB protein complexes modeled in JASPAR (JASPAR ID = MA0105.1; Grilli et al., 1993). 

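Transcripts of SP1 and SP2, zinc finger TFs that bind GC-rich promoters, and of NFKB1, which encodes the p105 precursor and p50 subunit of NF-κB, were measured in all cultures, and none passed the test. The log2 fold change was 0.30 for SP1 (standard error 0.20, adjusted p = 0.25 from limma), 0.27 for SP2 (standard error 0.20, adjusted p = 0.28) and -0.29 for NFKB1 (standard error 0.18, adjusted p = 0.21). The 2 energy-restricted cultures differed from the control by 0.39 and 0.20 for SP1, by 0.24 and 0.31 for SP2 and by -0.14 and -0.44 for NFKB1. KLF5 was not above background in any culture and has no fold change. The array measures the transcript of a TF, whereas the enrichment concerns its motif in the promoters of other genes. In the paper's own ranking of 263 motifs (Supplementary Data Sheet 1), the p-value was 4.10e-08 for SP2 and 1.36e-07 for KLF5. For SP1, which has several matrices in that ranking, the lowest of the paper's p-values was 2.15e-07.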

The sparse co-regulatory network of avoided TFs was not substantially increased in its connectivity when TP53, also an avoided TF (*p* = 0.983), was added. A subset of TF proteins is associated with Akt, as predicted by STRING (Jensen et al., 2009). This includes EGR1, NFKB1 (Cheng and Kane, 2013), and HIF1A (Arsham et al., 2004) in the enriched group as well reduced levels of forkhead TFs (FOXA1, FOXO3) (Brunet et al., 1999; Zhang et al., 2011) and p53 (Mayo and Donner, 2001) in the avoided group. 

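The transcripts of the TFs themselves moved in both directions in the enriched and in the avoided group. Of 21 measured genes of TFs with enriched motifs, 5 were higher, 4 were lower and 12 did not pass at an adjusted p under 0.05 from limma. Of 13 measured genes of TFs with avoided motifs, 3 were higher, 4 were lower and 6 did not pass. The counts did not differ when adjusted over the list alone. EGR1, an immediate early TF, fell, with a log2 fold change of -2.96 (standard error 0.25, adjusted p = 9.17e-18), and was above background on 3 of 4 energy-restricted chips. HIF1A, the oxygen-regulated subunit of hypoxia-inducible factor, had a log2 fold change of 0.13 (standard error 0.19, adjusted p = 0.63), with 0.13 to 0.59 over its 3 probes. The forkhead gene FOXO3 had a log2 fold change of -0.35 (standard error 0.18, adjusted p = 0.11), and passed the test only with the culture as a random block (adjusted p = 0.037), with the 6 chips taken as independent (adjusted p = 0.039) or without the second control chip (adjusted p = 0.030). The block fit estimated a correlation within cultures of -0.022, so it too in effect takes the chips as independent. FOXA1 was not above background in any culture. Among the other TFs with enriched motifs, log2 fold changes were 1.03 for MZF1 (adjusted p = 1.23e-06) and 0.73 for ZNF263 (adjusted p = 9.43e-04). AHR, at 0.36 (adjusted p = 0.029), had another probe at -0.26, and its mean over probes did not pass (adjusted p = 0.82). The call of AHR was also lost under array median scaling, cyclic loess, the deposited scaling, no filter, the methods' t-test and no intensity trend (adjusted p from 0.066 to 0.19), and without the first control chip (adjusted p = 0.34) or the second (adjusted p = 0.16) or the fourth (adjusted p = 0.10) energy-restricted chip. Among the TFs with avoided motifs, log2 fold changes were 1.30 for MAX (adjusted p = 5.96e-07), 1.02 for MAFF (adjusted p = 8.18e-06) and -1.25 for MEIS1 (adjusted p = 2.71e-07). The 4 probes of MAX lay between 0.23 and 1.30. RORA, at 0.72 (adjusted p = 0.0026), had 5 probes between -0.82 and 1.02, of which 3 were higher.

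Neither group stood apart from other genes as a whole. The camera test, with a preset inter-gene correlation of 0.01, gave an adjusted p of 0.96 for the enriched and 0.89 for the avoided group. The median log2 fold change of the enriched group was -0.10 and its mean was -0.05, while the direction of its test was upward, and the median lay between -0.15 (cyclic loess) and 0.20 (no filter) over the alternatives, with 0.14 without the first energy-restricted culture. The median of the avoided group was -0.29, and over the alternatives between -0.34 and 0.0081 (no filter), and its mean was -0.09.

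**Figure D1:**
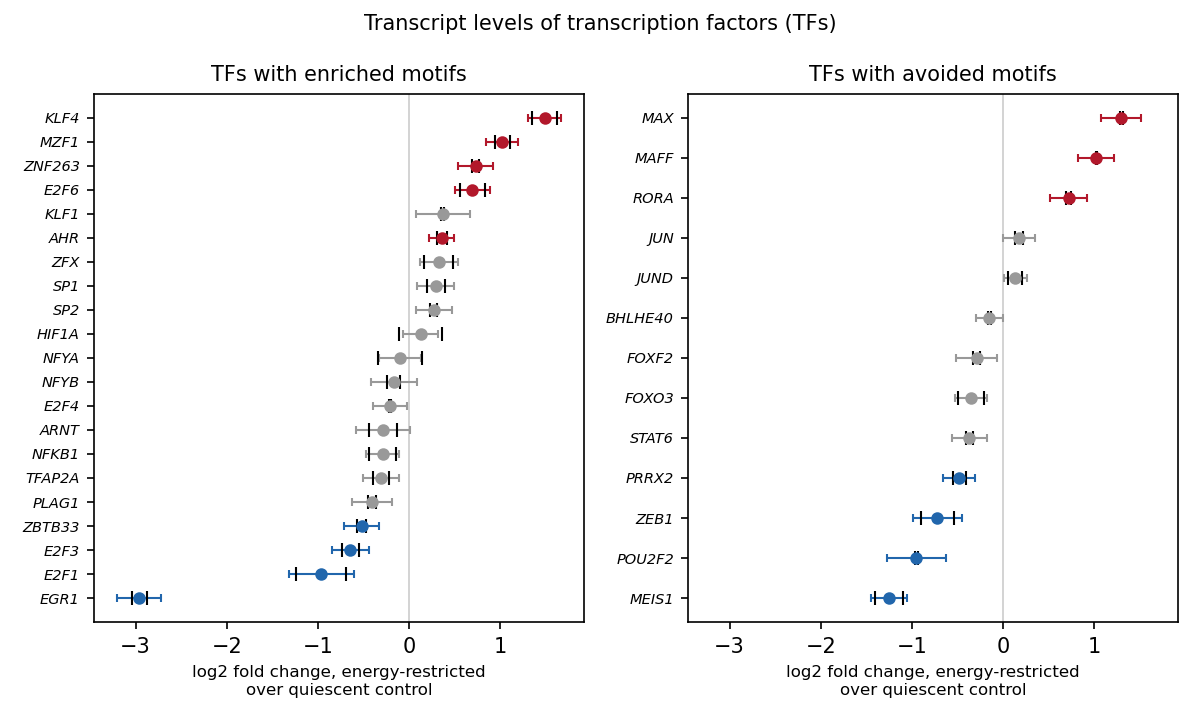
Log2 fold change (energy-restricted over quiescent control) of the measured genes of TFs with enriched motifs (21 genes) and with avoided motifs (13 genes). Dots are the mean of 2 cultures with the standard error from limma, ticks are the 2 energy-restricted cultures, and red, blue and grey stand for higher, lower and not passed at an adjusted p of 0.05. EGR1 lies farthest from 0, at -2.96.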

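The 4 measured transcripts of E2F genes with enriched motifs, TFs that control entry into S phase, did not move together. E2F6, a repressor of the family, rose (log2 fold change 0.70, standard error 0.19, adjusted p = 0.0014 from limma). E2F3 fell, with a log2 fold change of -0.64 (standard error 0.21, adjusted p = 0.0089), a call that was lost without the second energy-restricted chip (adjusted p = 0.089). E2F1 fell, with a log2 fold change of -0.96 (standard error 0.36, adjusted p = 0.023), and was above background on 1 of 4 energy-restricted chips. Its call was lost on the deposited scaling, where the log2 fold change was -0.16 (adjusted p = 0.31), under the methods' t-test (adjusted p = 0.17), and without the first (adjusted p = 0.18) or the fourth (adjusted p = 0.077) energy-restricted chip. E2F4 had a log2 fold change of -0.21 (standard error 0.19, adjusted p = 0.39).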

Interestingly, TFs of the E2F group (E2F1, E2F3, E2F4, E2F6) which are known to activate Akt (Chaussepied and Ginsberg, 2004) are also among the top enriched TFs. Collectively, this analysis points to coordinate alterations in NF-κB, Akt and p53 signaling nodes in quiescent fibroblasts undergoing energy restriction.

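Several NF-κB target genes were higher under energy restriction, while the p53 targets, the FOXO targets and the genes of the Akt pathway went in both directions. Of 25 measured NF-κB targets, 13 were higher, 2 were lower and 10 did not pass at an adjusted p under 0.05 from limma. IL6, a cytokine, rose 11.0-fold (log2 fold change 3.46, standard error 0.20, adjusted p = 4.00e-26), and PTX3, which encodes a pentraxin of innate immunity, rose 4.71-fold (log2 fold change 2.23, standard error 0.22, adjusted p = 3.54e-14). The cytokine gene IL1A was at least 2.76-fold higher and the cyclooxygenase gene PTGS2 at least 1.94-fold higher, as neither was above background on a control chip. RELA, which encodes the p65 subunit, had a log2 fold change of 0.84 (standard error 0.21, adjusted p = 5.17e-04). NFKBIA, which encodes the inhibitor IκBα and is itself a target, fell, with a log2 fold change of -0.76 (standard error 0.20, adjusted p = 0.0015), a call lost under the methods' t-test (adjusted p = 0.078). The other target that was lower, CCL2, a chemokine gene named after its value was seen, had a log2 fold change of -1.19. The median of the list was 0.56, or 0.53 with genes below background in a group set at their bounds, but 0.33 without background correction and 0.30 without the filter. The camera test gave the list an adjusted p of 8.77e-04, which was lost with an estimated correlation (adjusted p = 0.68). That alternative rests on 1 residual degree of freedom, so it could hardly pass for any list. The fry test, which asks whether the genes of a list move on balance in 1 direction, did not call it either (adjusted p = 0.084).

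Of 29 measured p53 targets, 8 were higher, 4 were lower and 17 did not pass (median log2 fold change 0.05, and over the alternatives between -0.0034 without the first control chip and 0.15 without the second; camera adjusted p = 0.31). SESN2 (2.23) and GADD45A (2.02), which are also induced by other stress pathways, and PMAIP1 (1.62), a proapoptotic gene, rose on the log2 scale, and TP53INP1 had a log2 fold change of -1.38. MDM2, which encodes the ubiquitin ligase of p53, had a log2 fold change of -0.15 (adjusted p = 0.63). Of 22 measured FOXO targets, 6 were higher, 5 were lower and 11 did not pass (median 0.10, but 0.028 without the second control chip, 0.15 without the first, 0.040 without the first energy-restricted culture or without the filter, and -0.13 over probes above background on all 6 chips; camera adjusted p = 0.31), and 6 were lower when adjusted over the list alone. BCL2L11, a proapoptotic gene, was at least 2.55-fold higher and PDK4, a kinase that inhibits pyruvate dehydrogenase, at least 2.28-fold higher. Of 21 measured Akt pathway genes, 3 were higher, 3 were lower and 15 did not pass (camera adjusted p = 0.82). The median of the Akt list was -0.0054 and its mean 0.028, with an upward test direction; over the alternatives the median lay between -0.18 without the first energy-restricted culture and 0.034 without the second. TRIB3, a pseudokinase that binds Akt, rose (log2 fold change 3.00, adjusted p = 1.41e-29), and the phosphoinositide 3-kinase subunit gene PIK3R1 fell (log2 fold change -1.37, adjusted p = 4.47e-07), as did IRS1 (log2 fold change -0.84, adjusted p = 4.40e-04). GSK3B had a log2 fold change of 0.53 (adjusted p = 0.0054), which did not pass without the intensity trend (adjusted p = 0.061). AKT1 (-0.24, adjusted p = 0.20) and BAD (0.30, adjusted p = 0.19) did not pass, and each passed only when 1 control chip was left out (adjusted p = 0.012 and 0.037). AKT2 (-0.40, adjusted p = 0.24) did not pass. Adjusted over the list alone, the counts of the NF-κB, p53 and Akt lists were the same.

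From the TFs whose motifs were enriched or avoided in the selected transcripts, their co-regulatory network from DNaseI footprinting and their links to Akt, the paper proposes coordinate alterations of NF-κB, Akt and p53 signaling in these cells. The paper then measures NF-κBp65 DNA binding and, on immunoblots, proteins of these pathways, which were not analysed here.

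**Figure D2:**
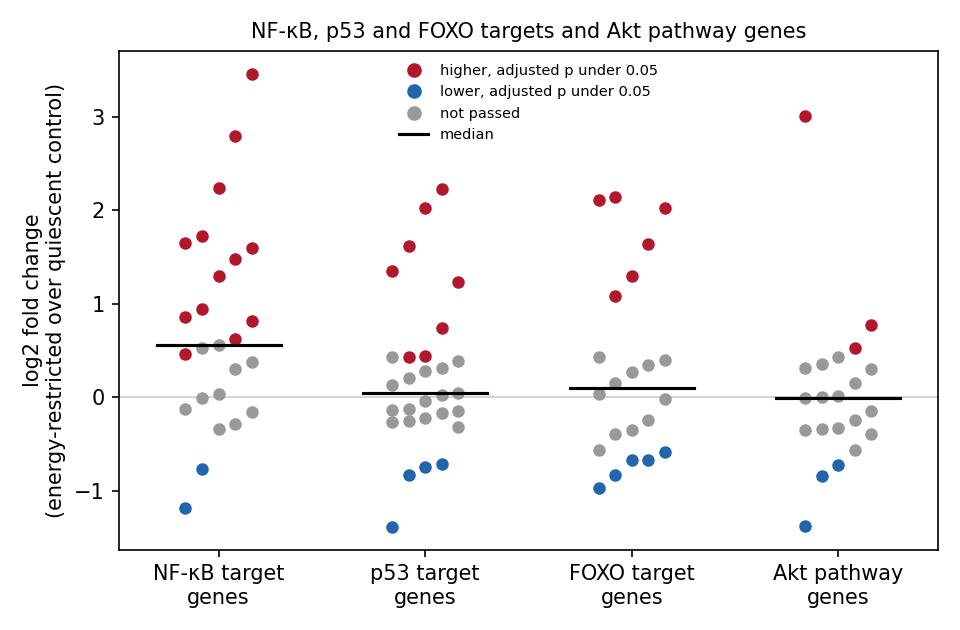
Log2 fold change (energy-restricted over quiescent control) of each measured gene of the NF-κB target, p53 target, FOXO target and Akt pathway lists. Each dot is a gene (mean of 2 energy-restricted cultures against 1 control culture, spread sideways for legibility), red and blue mark an adjusted p under 0.05, and the line is the median, at 0.56, 0.05, 0.10 and -0.0054.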

**FIGURE 1:**
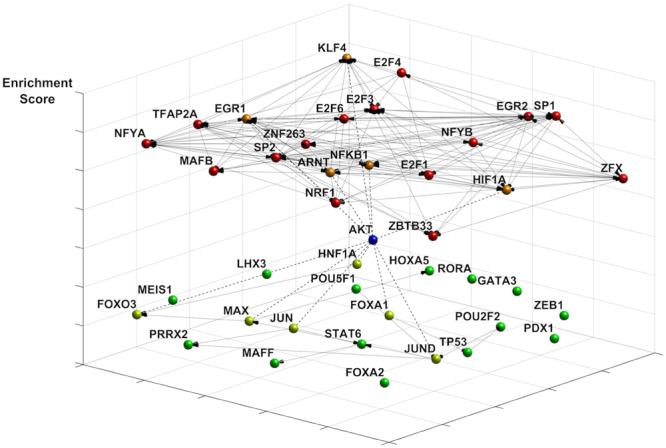
**Effects of ATP restriction on gene regulatory networks in quiescent fibroblasts.** The transcription factor (TF) network was constructed using the most enriched TFs motifs (JASPAR 2014 database). Co-regulatory connections for these motifs are provided by DNaseI footprinting (see text). Represented are the most enriched (*p* < 0.005, coded in red) and avoided (*p* > 0.998, coded in green) motifs, whereby *p*-values indicate the likelihood for a motif to occur against the background of 263 promoters in all known genes. Enriched motifs indicate a highly connected network (20 nodes, 127 edges), with many highly connected nodes including the NF-κB TF binding motif NFKB1. The network of avoided TF motifs is only sparsely connected (20 nodes, 16 links). The differentiation of the motifs by energy restriction predicts a role of Akt signaling in shaping changes in gene expression. Akt connects to TFs in the enriched group (dotted line, orange), such as EGR1, KLF4, and NFKB1. TFs known to be inhibited by Akt include FOXO TFs, HNF1A, and JUN (dotted line, neon green).

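Of the TF genes that the network links to Akt, KLF4, a zinc finger TF, rose (log2 fold change 1.49, standard error 0.18, adjusted p = 8.94e-11 from limma), and its second probe had a log2 fold change of 1.00. It was higher on all 4 energy-restricted chips than on both control chips. JUN, a subunit of AP-1, had a log2 fold change of 0.18 (standard error 0.17, adjusted p = 0.44), and JUND, of the same family, 0.14 (standard error 0.13, adjusted p = 0.41).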

### Energy Restriction and Activation of Adaptive Signaling Pathways

Consistent with the TF analysis progressive energy restriction was accompanied by a substantial increase in NF-κB activity as determined by NF-κBp65 DNA binding, which was highest in cells subjected to combined 5 mM DNP and 5 mM 2DG treatment (**Figure 2**) and returned to baseline levels within 24 h after removing metabolic inhibitors (Supplementary Figure S3). Increased NF-κB activity was further associated with reduced IκBα levels in cytoplasmic extracts of energy-challenged cells, suggesting activation of the canonical NF-κB signaling pathway under these conditions (**Figure 3A**). Furthermore, concomitant treatment of fibroblasts with inhibitors of mitochondrial respiration and glycolysis increased the abundance of transcription-competent NF-κBp65 phosphorylated on serine 276 (**Figure 3B**). In aggregate, these observations suggest that, in quiescent fibroblasts, ATP levels and NF-κB activity are inversely correlated.

**FIGURE 2:**
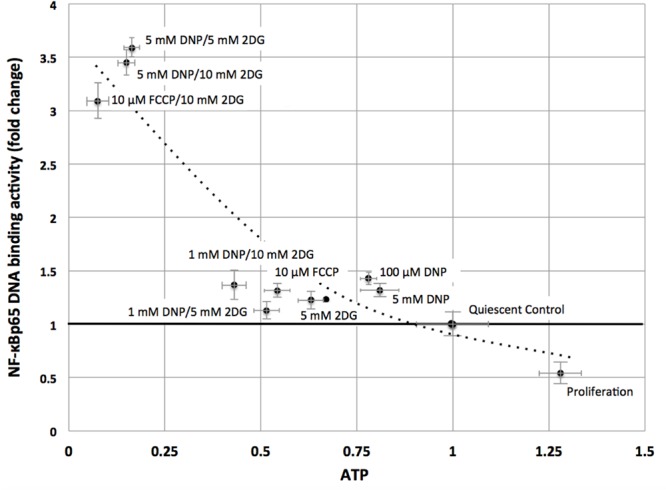
**NF-κBp65 binding activity levels are inversely correlated with intracellular ATP levels in quiescent fibroblasts.** ATP concentrations were reduced following treatment of mitochondrial uncouplers (DNP, FCCP) and/or glycolysis inhibitor (2DG) at different concentrations as indicated. NF-κBp65 DNA binding activity was moderately increased following separate treatment with mitochondrial uncoupler (DNP/FCCP) or glycolysis inhibitor (2DG), or low concentrations of combined inhibitors. Marked increase in NF-κBp65 DNA binding activity occurred for combined treatment with mitochondrial uncouplers (DNP/FCCP) and glycolysis inhibitor (2DG) at higher concentrations. Results shown represent means and standard deviations from three independent experiments, and the best fit between ATP concentrations and NF-κBp65 DNA binding activity is an exponential function (NF-κB = 3.52 e^-1.43ATP^, *R*^2^ = 0.86).

**FIGURE 3:**
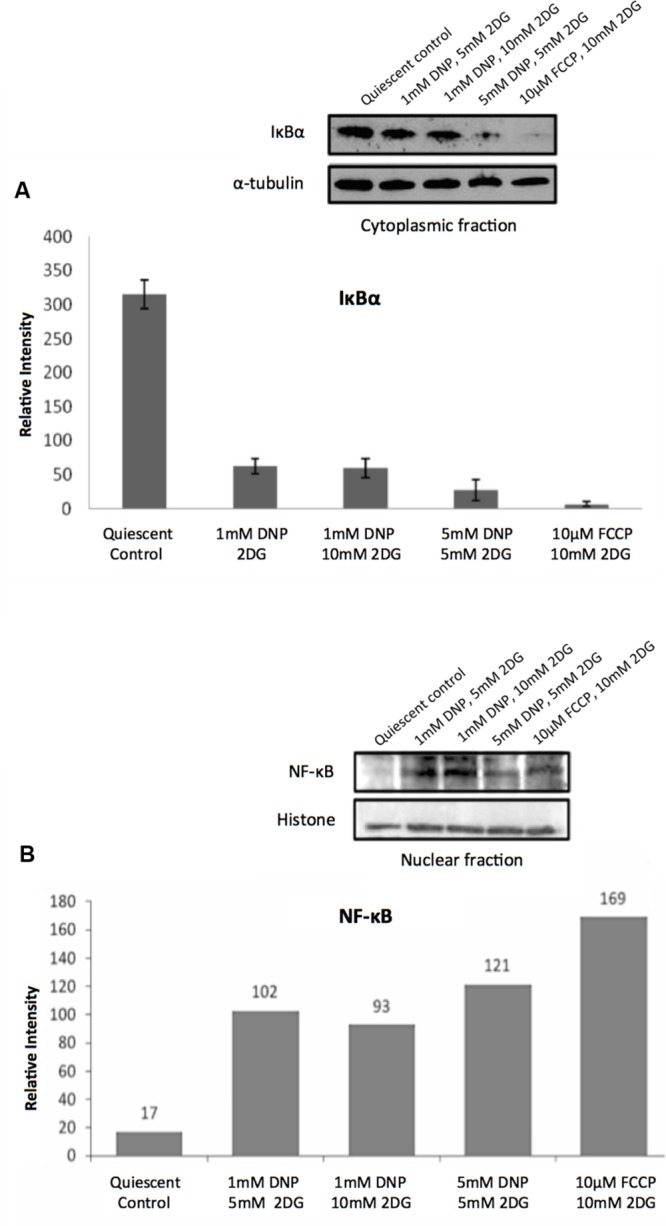
**Regulation of NF-κB activity in response to energy starvation. (A)** Effects of glycolysis inhibitors and mitochondrial uncouplers on IκBα expression levels in cytoplasmic fractions. The bar graph shows results of densitometric analysis of Western blot band intensities normalized to α-tubulin expression (means and standard deviations from three independent experiments). The differences between the control and treatments are significant (*t*-test, *p* < 0.001). **(B)** Effects of glycolysis inhibitors and mitochondrial uncouplers on NF-κBp65 (phospho S276) levels in the nuclear fractions. Densitometric analysis of Western blot band intensities shown are normalized to histone loading control.

Similarly, and further consistent with the TF analysis, ATP deprivation had distinct effects on the functional state of Akt. Specifically, reduction of intracellular ATP levels was associated with increased Akt phosphorylation at Ser-473 and of the Akt target glycogen synthase kinase (GSK3β) at Ser-9 (**Figure 4**). GSK3β is a multifunctional serine-threonine kinase and inhibition of its activity by way of Ser-9 phosphorylation can enhance cell survival and NF-κB activation (Hoeflich et al., 2000) and reduce apoptosis (Pap and Cooper, 1998). In addition, energy restriction was associated with increased Bad phosphorylation at Ser-132 (**Figure 5A**). Consistent with the changes in TF abundance we observed that energy restriction was associated with decreased p53 protein abundance (**Figure 5B**). In combination, these effects may contribute to reduced apoptosis susceptibility, dissociation of Bad/p53 complexes and association of Bad with Bcl-2 and Bcl-xL (Datta et al., 1997; Jiang et al., 2006).

**FIGURE 4:**
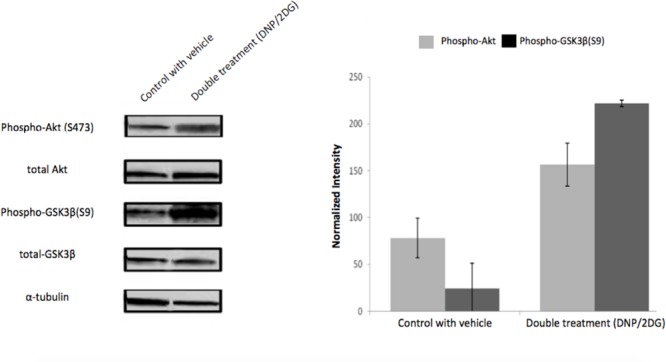
**Effects of metabolic inhibitors on Akt phosphorylation.** Increased phosphorylation of Akt and its substrate GSK3-β was observed upon DNP/2DG treatment at concentrations of 5 mM each. A representative blot is shown. The bar graphs represent means and standard deviations of three experiments. The difference between control and treated samples in Akt (S473) phosphorylation is weakly significant (*t*-test, *p* < 0.1) and phosphorylation of GSK3β (S9) significant (*t*-test, *p* < 0.005). Images for each protein originate from the same gel, cropped to show only two lanes (control and DNP/2DG treatment).

**FIGURE 5:**
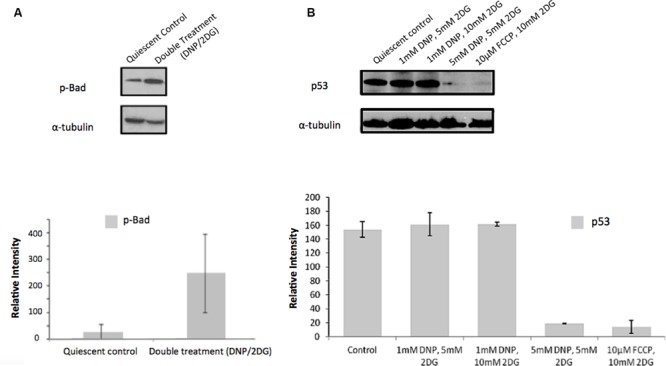
**Effect of metabolic inhibitors on Bad and p53. (A)** Increased Bad phosphorylation upon DNP/2DG treatment at concentrations of 5 mM each. The change is not significant. **(B)** Decreased p53 expression upon treatment with different inhibitors and concentrations. Results of densitometric analysis of immunoblots shown are normalized to the α-tubulin loading control. Means and standard deviations of three experiments are shown. The change is significant if compared to the control at concentrations of 5 nM DNP/5 mM 2DG and 10 μm FCCP/ 10 mM 2DG, (*t*-test, *p* < 0.001).

Interestingly, treatment with DNP and 2DG inhibitors downmodulated mTOR activity as indicated by increased phosphorylation of eIF-2alpha at serine 52 and decreased p70-S6K phosphorylation at threonine 389 (Supplementary Figure S4). This is at variance with mTOR activation downstream of Akt yet consistent with the view that ATP restriction leads to a compensatory switch to autophagy. Autophagy induction was indicated by increased conversion of LC3B-I–LC3B-II, a marker of autophagy under energy stress, increased ATG5 expression levels and reduced levels of p62 (Supplementary Figure S5). We sought to investigate if induction of autophagy itself influences NF-κB activation during energy depletion (using a combination of 5m M DNP and 5m M 2DG). Autophagy inhibition was accomplished by using three different pharmacological inhibitors, 3-Methyladenine (3-MA), Chloroquine (CQ), and Bafilomycin-A1 (Baf). 3-MA is known to inhibit class III PI3K involved in the autophagosome formation and the other two inhibitors halt the fusion of autophagosomes with lysosomes. Autophagy inhibition in energy-restricted cells resulted in decreased NF-κBp65 DNA binding activity, which was significant for CQ, as shown in **Figure 6**, which suggested that autophagy induction is one of the cellular processes contributing to NF-κB activation in cells encountering reduced ATP levels. Collectively, the integration of signaling nodes with roles in cell fate decisions within the regulatory network points to a complex and finely tuned stress response.

**FIGURE 6:**
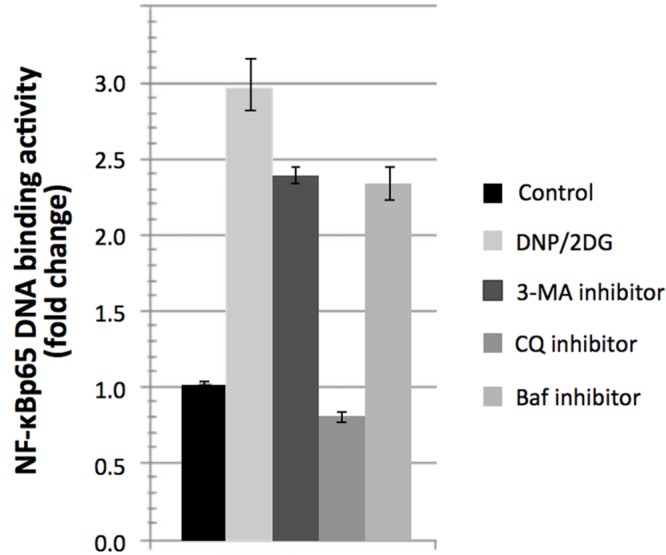
**Reversal of NF-κBp65 DNA binding activity levels associated with DNP/2DG treatment by autophagy inhibitors.** Reversal in NF-κBp65 DNA binding activity following treatment with autophagy inhibitors 3-methyladenine (3-MA), chloroquine (CQ), and Bafilomycin-A1 (Baf). Means and standard deviations of three independent experiments are provided. For all inhibitors, NF-κBp65 DNA binding activity is significantly reduced if compared to the DNP/2DG treated sample (*t*-test, *p* < 0.005).

## Discussion

Here we report that metabolic stress caused by nutrient deprivation and restricted ATP production leads to marked changes in signaling networks in quiescent fibroblasts. Consistent with previous reports, withdrawal of exogenous growth factors induced a quiescent state with only marginal effects on ATP production (Boraldi et al., 2008; Lemons et al., 2010). To investigate the compensatory response of resting cells to ATP restriction we assessed the consequences of dual inhibition of glucose transport and mitochondrial uncoupling on TF networks of quiescent fibroblast. Similar experimental approaches to ATP restriction have been previously been taken to study the effect of ischemia in myocytes and neurons (Rose et al., 1998; Murphy and Steenbergen, 2008). As reported here, restricting ATP production induced broad changes in the TF network consistent with several connected signaling nodes.

Perhaps the most salient finding of this study is the observation that ATP deprivation in quiescent cells is associated with reversible activation of the canonical NF-κB pathway. This finding dovetails nicely with an emerging theme pointing to metabolic control of signaling pathways with established roles in the context of inflammation and immunity (Tornatore et al., 2012). In addition to the TF NF-κB signature we observed that energy deprivation by mitochondrial uncoupling increased NF-κBp65 binding activity levels 1.5-fold. The addition of glucose uptake inhibitors, reducing ATP levels to 1/10th of the level observed in quiescent cells, further increased NF-κBp65 binding activity levels to approximately 3-fold.

It is poorly understood which signals and pathways contribute to enhanced NF-κB activity in ATP-deprived cells. It is possible that autophagy and, potentially, lysosomal degradation of IκB (Cuervo et al., 1998; Qing et al., 2006) participate in the process. However, since NF-κB pathway activation is likely a composite response integrating multiple stressors and danger signals, it is likely that additional mechanisms contribute to its initiation or potentiation in response to the metabolic challenges (Boraldi et al., 2008; Caldwell et al., 2014; Fujita et al., 2016). NF-κB activation is commonly considered to represent an adaptive mechanism in support of cell survival and resistance to various cell stresses (Van Antwerp et al., 1998; Karin and Lin, 2002). Reduced ATP abundance and attendant upregulation of NF-κB signaling has been reported in aging and in a wide spectrum of diseases. For example, energy starvation is a hallmark of cardiac injury (Ingwall and Weiss, 2004) and NF-κB signaling has been implicated in myocyte survival (Gordon et al., 2011). Similarly, the activation of stress signaling pathways including NF-κB has been associated with alterations in mitochondrial function and glucose transport in diabetes and neuronal pathologies (Wellen and Hotamisligil, 2005; Shih et al., 2015).

In addition to NF-κB activation, we describe activation of Akt-dependent signaling in support of cell survival as evidenced by the TF signature analysis as well as phosphorylation of Akt and its targets Bad and GSK3β. Inactivation of GSK3β reportedly increases the apoptotic threshold specifically for intrinsic mitochondrial stress (Beurel and Jope, 2006). It remains to be investigated whether Akt-dependent signaling events contribute to NF-κB activation in energy-challenged cells. Consistent with this view, Akt has previously been shown to activate NF-κB and other TFs in other experimental settings (Bai et al., 2009). Interestingly, Akt activation is ‘selective’ in the sense that it encompasses several elements of the Akt transcript signature but does not extend to increased mTOR signaling. In contrast, mTOR activity is reduced in nutrient and energy-deprived cells most likely as part of the catabolic and autophagic state of glucose-starved, ATP-deprived cells.

Furthermore, p53 was expressed at reduced transcript and protein levels in ATP-deprived cells. This finding contrasts with enhanced p53 expression commonly observed in cells exposed to genotoxic or proteotoxic stress and in senescent cells (Itahana et al., 2001; Riley et al., 2008). Downmodulation of p53 expression levels may be, in part, contributed to by Akt as Akt enhances Mdm2-mediated ubiquitination and degradation of p53 (Ogawara et al., 2002). The significance of this observation as it relates to the setting of apoptotic thresholds in quiescent cells, and to the accumulation of DNA damage in long-term quiescent cell cultures (Marthandan et al., 2014), remains to be determined.

## Conclusion

The experimental approach taken in this study introduces a facile model to reveal targets, mechanisms and molecular network adjustments reflective of adaptive cell stress responses and extending beyond previously known pathways. While previous work largely focused on signals associated with cell death mechanisms triggered by energy starvation (Simm et al., 1997; Lieberthal et al., 1998; Leicht et al., 2001; Graham et al., 2012) we identified a TF signature which, in aggregate, is likely to contribute to cell survival under challenging metabolic conditions associated with marked restriction of ATP production. This signature involves key signaling nodes associated with inflammation and genome maintenance beyond canonical pathways previously linked to energy sensing and stress responses such as Insulin/IGF, sirtuins, mTOR, and AMPK signaling (Haigis and Yankner, 2010; Kenyon, 2010). The relative importance of individual signaling components as they relate to successful adaption of quiescent cells to energy challenge remains to be investigated.

## Author Contributions

AK, NY, CK, and UR planned experiments, NY and DA performed experiments, NY, KD, DA, and AK performed data analysis, AK, NY, and UR wrote the manuscript, AK, CK, and UR supervised the study.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Distinct Cell Stress Responses Induced by ATP Restriction in Quiescent Human Fibroblasts
**Source:** Front Genet. 2016 Oct 4;7:171. doi: 10.3389/fgene.2016.00171
**Supplement:** Supplementary file 1

**Supplemental Table 1**

| <b>Phase</b>            | <b>+ FCS</b> | <b>-FCS (24h)</b> |
|-------------------------|--------------|-------------------|
| <b>%G0/G1</b>           | 45.3         | 95.0              |
| <b>%G2/M</b>            | 31.3         | 3.07              |
| <b>% S</b>              | 21.7         | 0.83              |
| <b>% APOP</b>           | 0.96         | 0.95              |
| <b>% APOP and Necro</b> | 2.06         | 1.12              |

Cell cycle analysis of fibroblast cell line AG 10803, before and after 24h withdrawal of fetal calf serum (FCS). Percentages of cells in different cell cycle phases was determined by FACS (BD FACS Calibur) analysis of propidium iodide-stained cells.

# Supplementary material for: Distinct Cell Stress Responses Induced by ATP Restriction in Quiescent Human Fibroblasts
**Source:** Front Genet. 2016 Oct 4;7:171. doi: 10.3389/fgene.2016.00171
**Supplement:** Supplementary file 2

Supplemental Data Sheet I

Genes	Ranking of Transcription Factor Enrichment Scores		
Accession#	Motif	Name	p-value
NM_005542	MA0516.1	SP2	4.10E-08
NM_000527	MA0599.1	KLF5	1.36E-07
NM_000090	MA0079.3	SP1	2.15E-07
NM_003246	MA0162.2	EGR1	5.48E-07
NM_005891	MA0079.2	SP1	9.04E-07
NM_002048	MA0060.1	NFYA	1.58E-06
NM_005602	MA0039.2	Klf4	2.84E-06
NM_133468	MA0502.1	NFYB	1.37E-05
NM_006206	MA0470.1	E2F4	1.59E-05
NM_002130	MA0060.2	NFYA	3.14E-05
NM_005063	MA0024.2	E2F1	5.45E-05
NM_015419	MA0006.1	Arnt::Ahr	0.000114019
NM_013282	MA0162.1	Egr1	0.000209794
NM_153000	MA0117.1	Mafb	0.00026863
NM_015441	MA0506.1	NRF1	0.000295573
NM_019035	MA0471.1	E2F6	0.000327775
NM_014762	MA0003.1	TFAP2A	0.000425223
NM_145693	MA0472.1	EGR2	0.000518135
NM_001548	MA0469.1	E2F3	0.000547165
NM_006206	MA0493.1	Klf1	0.000651229
NM_032291	MA0259.1	HIF1A::ARNT	0.000745246
NM_145260	MA0105.2	NFKB1	0.00109283
NM_001850	MA0163.1	PLAG1	0.00145191
NM_022469	MA0527.1	ZBTB33	0.00206305
NM_003485	MA0056.1	MZF1_1-4	0.00217672
NM_019035	MA0048.1	NHLH1	0.00256759
NM_080927	MA0528.1	ZNF263	0.00462619
NM_002546	MA0079.1	SP1	0.00463975
NM_012242	MA0146.2	Zfx	0.00488199
NM_032623	MA0146.1	Zfx	0.00494622
NM_177403	MA0105.1	NFKB1	0.00671815
NM_199168	MA0057.1	MZF1_5-13	0.00792507
NM_004104	MA0524.1	TFAP2C	0.00881441
NM_080927	MA0513.1	SMAD2::SMAD3::SMAD4	0.01012
NM_018689	MA0003.2	TFAP2A	0.0108328
NM_003713	MA0119.1	TLX1::NFIC	0.0131541
NM_000859	MA0149.1	EWSR1-FLI1	0.0164912

NM_003247	MA0131.1	HINFP	0.0250658
NM_016095	MA0116.1	Zfp423	0.0307509
NM_002185	MA0143.3	Sox2	0.0341472
NM_002340	MA0597.1	THAP1	0.0350127
NM_006009	MA0018.1	CREB1	0.036123
NM_032623	MA0500.1	Myog	0.0389382
NM_004508	MA0073.1	RREB1	0.0391393
NM_206929	MA0024.1	E2F1	0.040873
NM_001124	MA0155.1	INSM1	0.04575
NM_207645	MA0515.1	Sox6	0.0491967
NM_177414	MA0139.1	CTCF	0.0629898
NM_021111	MA0161.1	NFIC	0.0668415
NM_198336	MA0147.1	Myc	0.0692172
NM_152314	MA0107.1	RELA	0.0703128
NM_206930	MA0100.1	Myb	0.0772717
NM_003500	MA0595.1	SREBF1	0.0804987
NM_016613	MA0028.1	ELK1	0.088127
NM_031243	MA0104.2	Mycn	0.0918047
NM_002780	MA0035.1	Gata1	0.104258
NM_030967	MA0521.1	Tcf12	0.105588
NM_012093	MA0105.3	NFKB1	0.1061
NM_020351	MA0514.1	Sox3	0.109191
NM_032623	MA0076.1	ELK4	0.10997
NM_173485	MA0154.2	EBF1	0.11213
NM_020954	MA0504.1	NR2C2	0.133942
NM_002048	MA0014.1	Pax5	0.134519
NM_177964	MA0112.1	ESR1	0.164042
NM_004462	MA0600.1	RFX2	0.172287
NM_014573	MA0101.1	REL	0.2053
NM_012098	MA0154.1	EBF1	0.205699
NM_006195	MA0112.2	ESR1	0.227007
NM_030966	MA0159.1	RXR::RAR_DR5	0.23257
NM_000903	MA0596.1	SREBF2	0.255062
NM_018153	MA0591.1	Bach1::Mafk	0.259728
NM_001098816	MA0499.1	Myod1	0.262601
NM_053064	MA0510.1	RFX5	0.275413
NM_014220	MA0133.1	BRCA1	0.307374
NM_139274	MA0509.1	Rfx1	0.31067
NM_021111	MA0095.1	YY1	0.325347
NM_001076552	MA0522.1	Tcf3	0.325688
NM_001146	MA0062.2	GABPA	0.326619
NM_001017425	MA0077.1	SOX9	0.338824

NM_002514	MA0017.1	NR2F1	0.372696
NM_016498	MA0145.1	Tcfcp2l1	0.374905
NM_178815	MA0145.2	Tcfcp2l1	0.379936
NM_015599	MA0039.1	Klf4	0.386517
NM_004823	MA0062.1	GABPA	0.407565
NM_021958	MA0059.1	MYC::MAX	0.41992
NM_003486	MA0014.2	PAX5	0.421515
NM_152270	MA0138.1	REST	0.443049
NM_004793	MA0164.1	Nr2e3	0.4482
NM_002056	MA0108.2	TBP	0.459337
NM_004675	MA0076.2	ELK4	0.466329
NM_022117	MA0598.1	EHF	0.4718
NM_203472	MA0114.1	HNF4A	0.477416
NM_000407	MA0108.1	TBP	0.48707
NM_000600	MA0477.1	FOSL1	0.507674
NM_018420	MA0080.1	SPI1	0.508298
NM_005851	MA0078.1	Sox17	0.520085
NM_201525	MA0065.2	PPARG::RXRA	0.556062
NM_014637	MA0518.1	Stat4	0.559765
NM_014445	MA0069.1	Pax6	0.573767
NM_001012661	MA0058.1	MAX	0.57435
NM_001025366	MA0004.1	Arnt	0.586671
NM_019089	MA0525.1	TP63	0.598056
NM_001012974	MA0111.1	Spz1	0.604282
NM_033452	MA0137.1	STAT1	0.61433
NM_021147	MA0484.1	HNF4G	0.62853
NM_152331	MA0007.1	Ar	0.633919
NM_015641	MA0150.2	Nfe2l2	0.645647
NM_004794	MA0104.3	Mycn	0.654059
NM_006636	MA0592.1	ESRRA	0.65769
NM_019096	MA0098.1	ETS1	0.661672
NM_022117	MA0083.2	SRF	0.664631
NM_001040409	MA0066.1	PPARG	0.689169
NM_152829	MA0144.2	STAT3	0.697615
NM_016498	MA0478.1	FOSL2	0.711773
NM_002056	MA0114.2	HNF4A	0.726637
NM_002201	MA0144.1	Stat3	0.727306
NM_184237	MA0494.1	Nr1h3::Rxra	0.733484
NM_032431	MA0517.1	STAT2::STAT1	0.736554
NM_018177	MA0490.1	JUNB	0.737267
NM_182491	MA0067.1	Pax2	0.744455
NM_020127	MA0482.1	Gata4	0.74862

NM_004183	MA0065.1	PPARG::RXRA	0.751701
NM_013388	MA0442.1	SOX10	0.758452
NM_017786	MA0258.1	ESR2	0.761602
NM_001717	MA0486.1	HSF1	0.763083
NM_015525	MA0088.1	znf143	0.774489
NM_152995	MA0093.1	USF1	0.780295
NM_001013251	MA0137.3	STAT1	0.790985
NM_173583	MA0143.2	Sox2	0.800372
NM_003324	MA0143.1	Sox2	0.801136
NM_004864	MA0467.1	Crx	0.801647
NM_004675	MA0103.2	ZEB1	0.808427
NM_004733	MA0074.1	RXRA::VDR	0.809681
NM_004793	MA0099.2	JUN::FOS	0.820912
NM_003376	MA0083.1	SRF	0.821912
NM_006134	MA0141.1	Esrrb	0.826545
NM_139314	MA0258.2	ESR2	0.827443
NM_017947	MA0508.1	PRDM1	0.828853
NM_032239	MA0130.1	ZNF354C	0.834276
NM_012162	MA0081.1	SPIB	0.837009
NM_005384	MA0141.2	Esrrb	0.837304
NM_015359	MA0481.1	FOXP1	0.84834
NM_024111	MA0503.1	Nkx2-5	0.849362
NM_002220	MA0070.1	PBX1	0.85322
NM_032683	MA0122.1	Nkx3-2	0.856079
NM_021101	MA0106.1	TP53	0.862817
NM_153742	MA0512.1	Rxra	0.865358
NM_024555	MA0475.1	FLI1	0.868614
NM_000600	MA0109.1	Hltf	0.872647
NM_021158	MA0491.1	JUND	0.874004
NM_024866	MA0018.2	CREB1	0.882914
NM_001010990	MA0050.1	IRF1	0.884375
NM_007076	MA0037.2	GATA3	0.889356
NM_005098	MA0473.1	ELF1	0.891325
NM_031479	MA0104.1	Mycn	0.891782
NM_004083	MA0501.1	NFE2::MAF	0.894122
NM_004933	MA0461.1	Atoh1	0.894627
NM_012328	MA0052.2	MEF2A	0.89556
	MA0038.1	Gfi1	0.89879
	MA0050.2	IRF1	0.901176
	MA0102.2	CEBPA	0.902259
	MA0102.1	Cebpa	0.902269
	MA0476.1	FOS	0.907249

MA0019.1	Ddit3::Cebpa	0.908651
MA0138.2	REST	0.908948
MA0137.2	STAT1	0.909864
MA0036.1	GATA2	0.910414
MA0098.2	Ets1	0.914622
MA0035.2	Gata1	0.918683
MA0002.1	RUNX1	0.925927
MA0090.1	TEAD1	0.926909
MA0052.1	MEF2A	0.928244
MA0036.2	GATA2	0.929069
MA0087.1	Sox5	0.929455
MA0489.1	JUN	0.932047
MA0160.1	NR4A2	0.936592
MA0099.1	JUN::FOS	0.936742
MA0497.1	MEF2C	0.938763
MA0089.1	NFE2L1::MafG	0.940617
MA0068.1	Pax4	0.941708
MA0035.3	Gata1	0.945022
MA0051.1	IRF2	0.945454
MA0474.1	Erg	0.946354
MA0007.2	AR	0.949183
MA0115.1	NR1H2::RXRA	0.952564
MA0465.1	CDX2	0.953044
MA0466.1	CEBPB	0.953248
MA0025.1	NFIL3	0.953788
MA0041.1	Foxd3	0.95506
MA0080.2	SPI1	0.956935
MA0080.3	Spi1	0.957019
MA0043.1	HLF	0.957347
MA0462.1	BATF::JUN	0.95806
MA0505.1	Nr5a2	0.958075
MA0152.1	NFATC2	0.964445
MA0480.1	Foxo1	0.964765
MA0136.1	ELF5	0.965265
MA0093.2	USF1	0.965314
MA0002.2	RUNX1	0.968826
MA0150.1	NFE2L2	0.969688
MA0100.2	Myb	0.969995
MA0156.1	FEV	0.973328
MA0147.2	Myc	0.974968
MA0063.1	Nkx2-5	0.975809
MA0102.3	CEBPA	0.979199

MA0084.1	SRY	0.979919
MA0523.1	TCF7L2	0.980633
MA0029.1	Mecom	0.980798
MA0106.2	TP53	0.983238
MA0479.1	FOXH1	0.984638
MA0113.1	NR3C1	0.985502
MA0151.1	ARID3A	0.986182
MA0483.1	Gfi1b	0.988899
MA0593.1	FOXP2	0.989119
MA0140.1	Tal1::Gata1	0.989305
MA0594.1	Hoxa9	0.990444
MA0463.1	Bcl6	0.991642
MA0091.1	TAL1::TCF3	0.991713
MA0485.1	Hoxc9	0.99176
MA0027.1	En1	0.992277
MA0526.1	USF2	0.993391
MA0113.2	NR3C1	0.994058
MA0496.1	MAFK	0.994062
MA0009.1	T	0.99459
MA0095.2	YY1	0.994597
MA0072.1	RORA_2	0.994961
MA0042.1	FOXI1	0.995741
MA0032.1	FOXC1	0.99579
MA0519.1	Stat5a::Stat5b	0.995919
MA0040.1	Foxq1	0.996756
MA0092.1	Hand1::Tcf2a	0.996801
MA0031.1	FOXD1	0.996868
MA0511.1	RUNX2	0.99698
MA0124.1	NKX3-1	0.997301
MA0148.1	FOXA1	0.997633
MA0148.2	FOXA1	0.997704
MA0033.1	FOXL1	0.997984
MA0464.1	Bhlhe40	0.998082
MA0140.2	TAL1::GATA1	0.998117
MA0071.1	RORA_1	0.998196
MA0125.1	Nobox	0.998375
MA0037.1	GATA3	0.998404
MA0157.1	FOXO3	0.998434
MA0153.1	HNF1B	0.998487
MA0495.1	MAFF	0.998625
MA0046.1	HNF1A	0.998721
MA0520.1	Stat6	0.998942

MA0103.1	ZEB1	0.999123
MA0148.3	FOXA1	0.999185
MA0498.1	Meis1	0.99937
MA0047.2	Foxa2	0.999375
MA0507.1	POU2F2	0.999519
MA0058.2	MAX	0.999541
MA0135.1	Lhx3	0.999559
MA0030.1	FOXF2	0.999572
MA0047.1	Foxa2	0.99964
MA0158.1	HOXA5	0.999663
MA0468.1	DUX4	0.999821
MA0492.1	JUND	0.999876
MA0142.1	Pou5f1::Sox2	0.999932
MA0488.1	JUN	0.999932
MA0132.1	Pdx1	0.999964
MA0075.1	Prrx2	0.999992

# Supplementary material for: Distinct Cell Stress Responses Induced by ATP Restriction in Quiescent Human Fibroblasts
**Source:** Front Genet. 2016 Oct 4;7:171. doi: 10.3389/fgene.2016.00171
**Supplement:** Supplementary file 3

Supplementary Figures

Distinct cell stress responses induced by ATP restriction in quiescent human fibroblasts

Nirupama Yalamanchili, Andres Kriete ^{*}, David Alfego , Kelli M. Danowski,
Csaba Kari, Ulrich Rodeck

Supplementary Figure S1

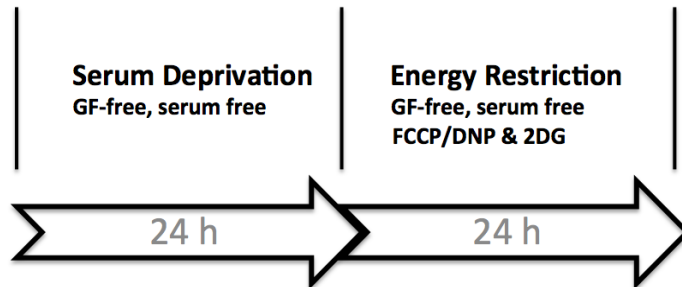

Figure S1: Schematic summary of experimental protocol.

Supplementary Figure S2

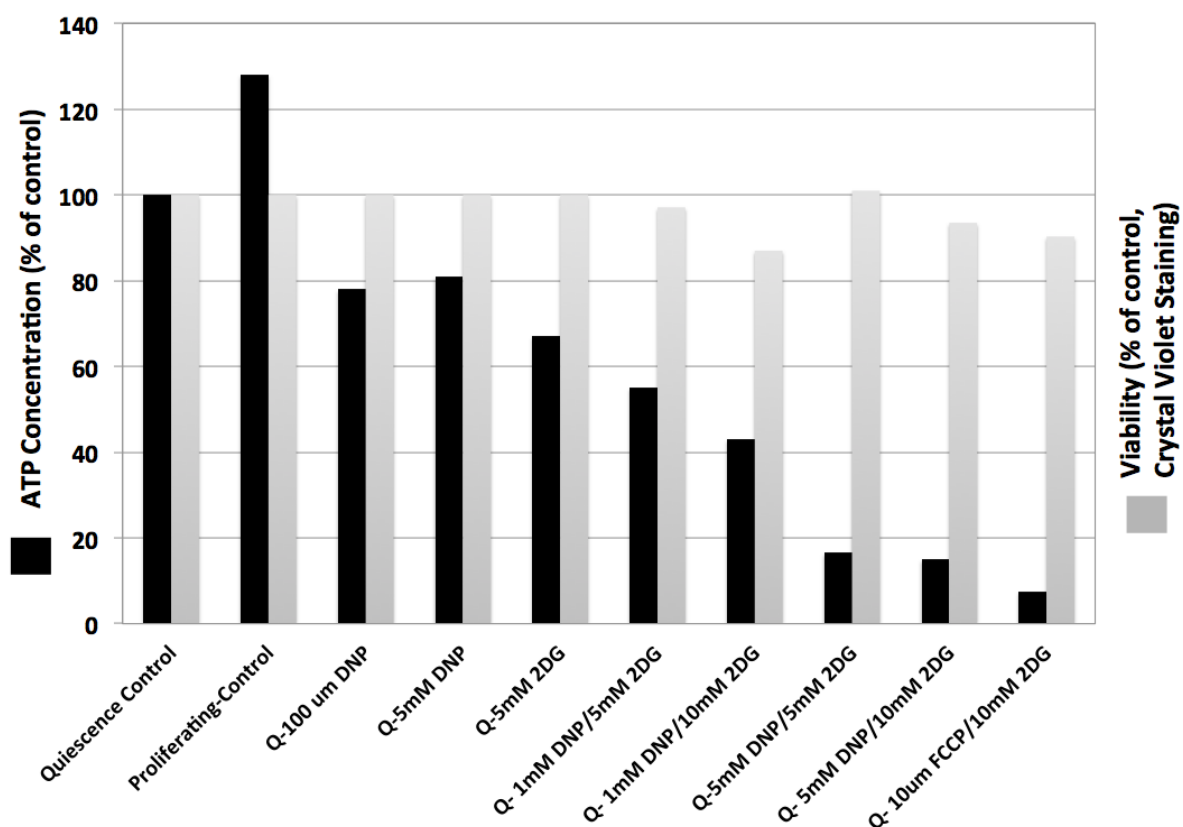

Figure S2. Effects of metabolic inhibitors on ATP concentrations and cell viability. Different concentrations and combinations of the glucose transport inhibitor 2DG and the mitochondrial uncouplers DNP and FCCP were tested. Marked reductions of ATP levels were observed following combined treatments, without compromising cell viability as determined by crystal violet staining.

Supplementary Figure S3

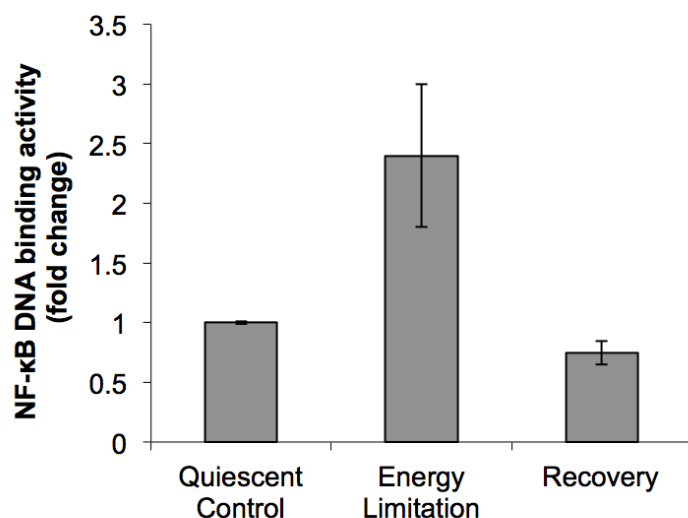

Figure S3: Reversibility of NF-κBp65 DNA binding activity induced by ATP restriction. NF-κBp65 DNA binding activity was determined in cells grown in serum-free, growth factor-free media and treated with DNP/2DG- for 24 h. Recovery of effects on NF-κB activity was determined 4 h after removing DNP/2DG. DNP/2DG-treated cells after 24h energy deprivation, and 4h after removal of DNP/2DG. Results represent means and standard deviations of two independent experiments (t-test , $p < 0.05$).

Supplementary Figure S4

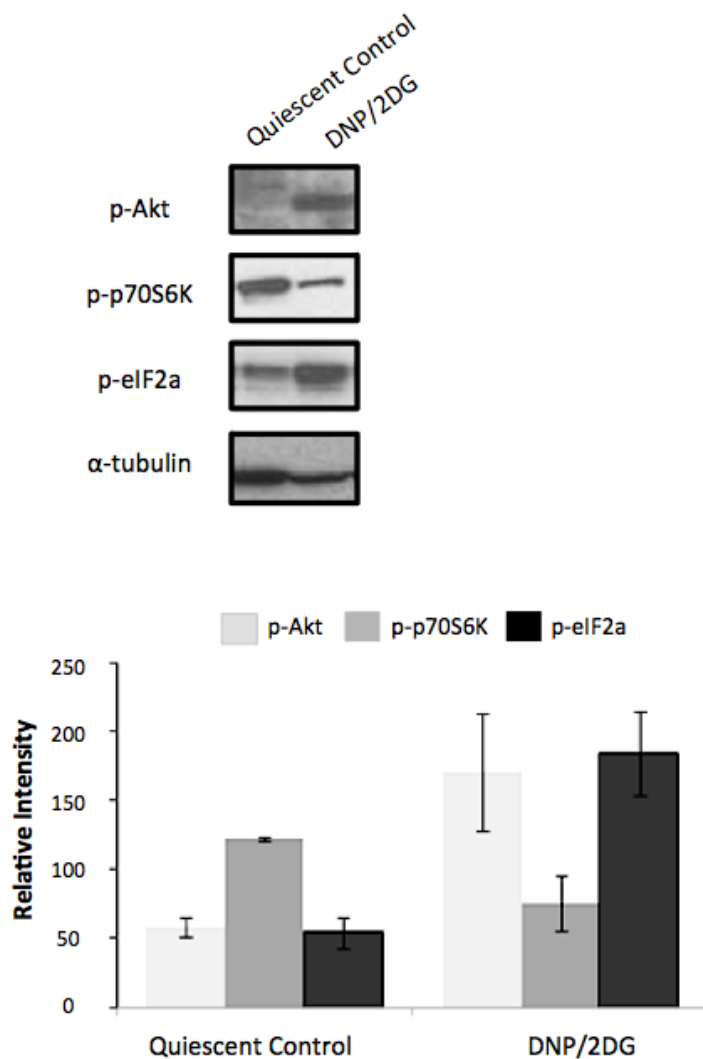

Figure S4: Effects of DNP/2DG (5mM each) on the mTOR targets phospho-p70S6 kinase (Thr389) and phospho-eIF2α (S52). Densitometric analysis of immunoblot band intensities was performed upon normalization to loading control α-tubulin and results shown represent means and standard deviations of three independent experiments. Change in p-Akt and p-p70S6K is weakly significant (t-test, $p < 0.1$) and the change of p-eIF2 is significant (t-test, $p < 0.05$).

Supplementary Figure S5

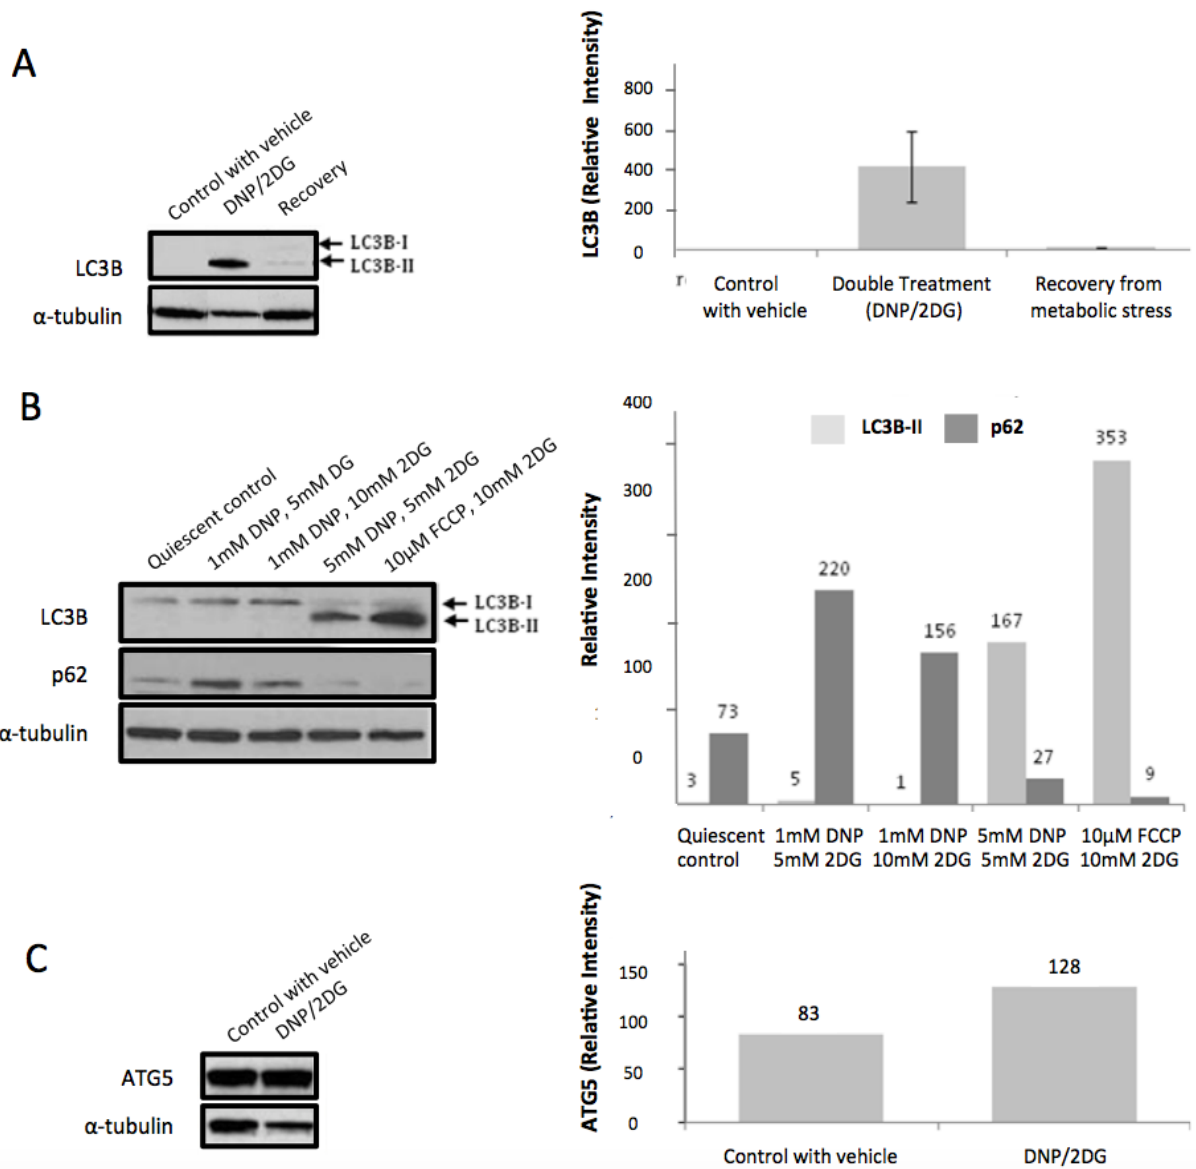

Figure S5: Autophagy induced by ATP restriction. (A) Conversion of the autophagy marker LC3B I to LC3B II upon ATP restriction, relative to quiescent control, which reverts back to normal levels after removal of DNP/2DG. Selected immunoblot bands (from the same gel) are shown on left, and mean intensities are shown on the right, normalized to loading control α -tubulin, with standard deviations from three experiments (t-test, $p < 0.05$). (B) Increased conversion of autophagy marker LC3B I to LC3B II and degradation of p62 in the cytoplasmic fractions at increasing doses of DNP/2DG. Immunoblot band intensities normalized to loading control α -tubulin are provided. (C) Effects of DNP/2DG (5mM each) on ATG5 protein expression.

How the deposited data were processed for this re-analysis (not part of the article)

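Gene expression was compared between quiescent human dermal fibroblasts and quiescent fibroblasts under energy restriction (24 h with 5 mM DNP and 5 mM 2DG). RNA of 3 cultures, 1 control and 2 energy-restricted, was hybridised to 6 Illumina chips, 2 per culture. The paper names a column kit for the isolation of RNA, and the submitters' labels name an extraction with Trizol before it. The authors deposited 1 linear intensity per probe and chip, which they had scaled so that the chips have nearly the same mean; the methods state that data were normalized and outliers excluded, and the software and background correction are not given in the sources used here. A second table of signals and detection p-values, with 12 columns of per-sample values whose names match no sample, was not used here.

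Because of this, the background could not be taken from detection p-values as had been planned before the data were examined, and the following was chosen in its place before any of its results were seen. The background of each chip was the mode of its log2 intensities, with an SD from the values below the mode. A probe counted as above background at more than 2.33 SD over the mode (the 0.99 quantile), and 20426 of 47323 probes that were so on both chips of at least 1 culture were kept. Intensities were corrected by normexp with these background values, 16 was added, and the chips were quantile normalized and put on the log2 scale. Probes were named through the platform annotation: 30113 probes had 1 gene symbol, 8 had several and 17202 had none, and symbols were updated through the gene identifier for 30074. Of the kept probes, 15763 carried a known symbol, standing for 11849 genes. A gene was represented by its kept probe with the highest mean intensity, chosen anew under each alternative.

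Chips of a culture were averaged, and the 2 energy-restricted cultures were compared with the control culture by limma (lmFit and eBayes with an intensity trend, two-sided, Benjamini-Hochberg adjusted p under 0.05). The test had 1 residual degree of freedom and 79.7 prior degrees of freedom. The lone control culture was assumed to vary like the energy-restricted cultures, so the adjusted p-values reflect only the spread between those 2 cultures and not that between control cultures. With so many prior degrees of freedom, this spread is mostly pooled over probes of similar intensity rather than each probe's own. The variance of the difference between the energy-restricted cultures was 1.66 times that expected from technical chips. The number of arrays limits the precision. At an unadjusted p under 0.05, 10002 probes passed. In 20 simulations of 20426 probes with 200 changed, for this comparison, the test recovered 85.4% of 2-fold and 100.0% of 4-fold changes, with 6.93% false calls. A simulated unchanged list was called in 0 of 20 and a shifted one in 20 of 20. The simulated noise was independent between probes and had the same spread in the control as in the energy-restricted cultures. These rates therefore do not cover genes that move together or a control culture that deviates.

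Gene lists for 27 pathways, TF groups and cell types were fixed before the data were examined, while it was set after the results were seen which of them count as discussed by the paper. They were tested with camera (preset inter-gene correlation 0.01, adjusted over the lists), with an estimated correlation and with fry as alternatives. With an estimated correlation no list passed, the lowest adjusted p being 0.48. This correlation is estimated from 1 residual degree of freedom, so that test could hardly pass for any list. The fry test, which asks whether the genes of a list move on balance in 1 direction, passed for the SREBP (adjusted p = 0.025), integrated stress response (adjusted p = 0.025) and oxidative phosphorylation (adjusted p = 0.0083) lists. The lists were NF-κB targets, p53 targets, FOXO targets, SREBP sterol and fatty acid synthesis, ATF4 and the integrated stress response, the unfolded protein response of the endoplasmic reticulum, cytosolic heat shock, HIF1 targets and glycolysis, MondoA glucose response, autophagy and lysosome, mTOR pathway, Akt pathway, cell cycle, extracellular matrix and TGF-β targets, oxidative phosphorylation, cytosolic ribosomal proteins, NRF2 antioxidant genes, interferon response, immediate early genes, apoptosis regulators, TFs with enriched motifs, TFs with avoided motifs, and markers of keratinocytes, melanocytes, endothelial cells, leukocytes and fibroblasts. The genes named in the text were taken from a set, not all of which is printed, of the 10 with the largest increase and the 10 with the largest decrease among those past the threshold whose 4 energy-restricted chips lay on 1 side of both control chips, every gene the paper names that was measured, and in each list up to 4 members with the largest change past the threshold. Genes whose level tells the sex of a donor, and probes with no symbol, several or a predicted one, were left out. Where no chip of a group was above background, the fold change is given as a lower bound.

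Alternatives, tried singly, were no background correction, array median scaling, cyclic loess, the deposited scaling, no filter, a filter for all 6 chips, the culture as a random block, the chips as independent, the methods' t-test on the chips, no intensity trend, the mean over probes, each chip left out and each energy-restricted culture left out. Normexp with saddle-point parameters, an offset of 50, and the deposited scaling together with the methods' thresholds were added after seeing the data. Of the genes the paper names, 21 were not measured: 13 had a probe that was not above background in any culture, and 8 had no named probe and are not reported here. The promoter motif scan, which needs promoter sequences, was not repeated here. R 4.3.3, limma 3.58.1, Python 3.11.15 and matplotlib 3.10.9 were used.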

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

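The gene lists here are of pathways and cell types whose transcripts the paper does not analyse as groups, although it discusses some members as TFs (EGR1, E2F1) and measured phosphorylation of eIF2α, a trigger of the integrated stress response, and each list lay past the camera threshold; the lists were fixed in advance, and the tests of explanations were chosen after the results were seen.

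Genes of the integrated stress response and of the unfolded protein response were higher under energy restriction. Of 40 measured genes of ATF4 and the integrated stress response, 38 were higher and none was lower at an adjusted p under 0.05 from limma (median log2 fold change 1.20; camera adjusted p = 8.02e-35, but adjusted p = 0.48 with an estimated correlation), with ATF3, DDIT3 (log2 fold change 3.41), CHAC1 (3.33) and TRIB3 at the top; 0 were lower at an unadjusted p under 0.05 or by the methods' t-test. Of 25 measured genes of the unfolded protein response, 15 were higher and 1 was lower (16 and 1 when adjusted over the list alone; median 0.45; camera adjusted p = 1.31e-09, adjusted p = 0.48 with an estimated correlation), among them DNAJB9, SYVN1 (2.49), ERO1B (2.03) and SDF2L1 (1.92). The tables argue against the choice of background correction or among scalings as the cause. The median over both lists stayed at 1.01 or more under no background correction, array median scaling, cyclic loess and the deposited scaling. A scaling error shared by all of them was not tested. A difference between the paper's 2 experiments as the whole cause is argued against if the control was run in 1 of them, as the median over both lists was 1.05 in the culture where it was weaker. These medians pool the lists, and the smaller rise of the unfolded protein response list was not tested alone. Its own median lay between 0.36 and 0.55 over the alternatives and was 0.51 and 0.55 in the 2 cultures. Energy restriction stays open as a hypothesis. Loss of ATP and other effects of DNP and 2DG cannot be told apart, as every treated culture received both. A deviation of the lone control culture, or a control run apart from both experiments, was not tested.

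Fibroblast markers and genes of the extracellular matrix were lower. Of 16 measured fibroblast markers, 13 were lower and 1 was higher (14 and 1 when adjusted over the list alone; median -1.10; camera adjusted p = 1.69e-11, adjusted p = 0.48 with an estimated correlation), and of 34 measured genes of the extracellular matrix and TGF-β targets, 20 were lower and 3 were higher (21 and 3 adjusted over the list alone; median -0.52; camera adjusted p = 8.50e-08, adjusted p = 0.68 with an estimated correlation); 6 of the fibroblast markers are also on another list, and COL3A1 (-3.51), THBS1 (-3.35) and PDGFRA (-3.29) fell most on the log2 scale. The choice among scalings is argued against as the cause by a median over both lists of -0.54 or lower under the 4 other scalings. A scaling error shared by all of them was not tested. Cells of another type in the energy-restricted cultures are argued against too, as at most 28.6% of the markers of keratinocytes, melanocytes, endothelial cells or leukocytes with a probe were above background on all energy-restricted chips: keratinocyte markers were highest (21.4% in the control), with KRT16 (at least 3.03-fold) and KRT10 (0.88) higher, but KRT5 (4.60 on the log2 scale) and KRT14 (5.11), abundant in keratinocytes, were not above background on any chip. If the control was run in 1 of the 2 experiments, a median of -0.58 in the culture where it was weaker argues against a difference between them as the whole cause. Energy restriction stays open, with the same limits of the lone control culture and of the combined inhibitors.

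Cell cycle genes were lower although all cultures had been kept without serum to make them quiescent. Of 50 measured genes, 40 were lower and 2 were higher (median -1.27, or -1.20 with genes below background at their bounds; camera adjusted p = 1.29e-14, adjusted p = 0.48 with an estimated correlation), including UHRF1, GINS2 (-2.90), RRM2 (at least 7.05-fold lower) and E2F2 (at least 5.04-fold lower). A median of -0.97 or lower under the 4 other scalings argues against the choice among scalings, while a scaling error shared by all of them was not tested. A median of -1.33 over the members above background on all 6 chips argues against signal near background. If the control was run in 1 of the 2 experiments, a median of -1.22 in the culture where it was weaker argues against a difference between them as the whole cause. A difference in how far the control culture had left the cycle was not tested and stays open beside energy restriction. The limit of the combined inhibitors is the same.

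Of 27 measured SREBP genes of sterol and fatty acid synthesis, 24 were lower and none was higher (25 lower when adjusted over the list alone; median -1.45; camera adjusted p = 2.60e-25, adjusted p = 0.48 with an estimated correlation), with INSIG1, ACAT2 (-3.47), HMGCS1 (-3.28) and IDI1 (-3.07) lowest; 0 were higher at an unadjusted p under 0.05 or by the methods' t-test.

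Of 5 measured MondoA glucose-response genes, 3 were higher, TXNIP (1.64), KLF10 (1.28) and ARRDC4 (1.04; adjusted p = 0.051 under the methods' t-test), and 0 were lower by limma, at an unadjusted p under 0.05 or by the methods' t-test (median 1.04; camera adjusted p = 0.044, adjusted p = 0.69 with an estimated correlation). Without the second control chip the median was 0.69 (adjusted p = 0.084), and without the fourth energy-restricted chip 0.95 (adjusted p = 0.060); it was 0.62 without background correction and 0.26 without the filter, and the call was also lost under array median scaling (adjusted p = 0.074), on the deposited scaling (adjusted p = 0.067), over probes above background on all 6 chips (adjusted p = 0.053), with the culture as a random block (adjusted p = 0.052), with chips as independent (adjusted p = 0.051) and by the mean over probes (adjusted p = 0.13).

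Of 21 measured immediate early genes, 8 were higher, among them ATF3, KLF2 (2.06) and NR4A2 (at least 2.18-fold), and 6 were lower, among them EGR1 (median 0.073, mean 0.43; camera adjusted p = 0.031, adjusted p = 0.69 with an estimated correlation). Without the second control chip the median was 0.13 (adjusted p = 0.051), the call was also lost on the deposited scaling (0.049, adjusted p = 0.067), and over the alternatives the median lay between 0.032 (without the fourth energy-restricted chip) and 0.14 (mean over probes).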

How the results depend on the processing

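Signal over background limits which genes can be compared: 26897 probes were below it and were not tested. No paired analysis was possible because the groups share only 1 replicate number, and the slide as a block was not run, as the values used here carry no slide or scan. Chance regroupings of samples do not apply, with 1 control culture against 2. No median of a list past the camera threshold, and no named gene past the limma threshold, changed sign under the alternatives run. Of lists that did not pass, medians changed sign for FOXO targets (-0.13 over probes above background on all 6 chips), TFs with enriched motifs (up to 0.20), TFs with avoided motifs (0.0081), p53 targets (-0.0034), HIF1 targets and glycolysis (0.017), the Akt pathway (0.034), ribosomal proteins (-0.053), melanocyte markers (0.064) and endothelial markers (0.0019). Over the named genes and alternatives, 2931 calls were the same, 63 lost the threshold, 22 gained it, and 1 value was counted as moved. That value was KIT without energy-restricted culture 2 (-2.92, against -1.55 with all chips), where its other probe was the brightest. By the same probe it was -1.80. The brightest probe of KIT also switched without energy-restricted chip 3 (-3.10, or -1.51 by the same probe) or chip 4 (-3.12, or -1.59). With an offset of 50 the switch gave -2.44 (-1.21 by the same probe). It gave -1.53 without background correction (-0.71) and -1.55 on the deposited scaling (-0.66). The share of higher among called probes moved by under 10 points, and the median log2 fold change of all probes was 0.017, and lay between -0.010 (cyclic loess) and 0.082 (deposited scaling) under the other scalings.

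Counts by size of change depended on the processing, and the cause was not tested. Known transcripts over 2-fold in both cultures numbered 2448, but 1197 without background correction, 1279 on the deposited scaling. On that scaling, 1426 passed the methods' t-test with the fold of the group means over 2, in place of the fold in both cultures. Probes over 3.4-fold higher numbered 426, but 140 without background correction, 152 on the deposited scaling, 253 with saddle-point normexp and 270 with an offset of 50; those over 3.4-fold lower numbered 477, but 119, 131, 270 and 285 under the same alternatives and 261 when limited to probes above background on all 6 chips, a setting that tests fewer probes. The saddle-point, offset and combined alternatives were chosen after seeing the data.

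With an estimated correlation, which allows for genes of a list moving together, every list past the camera threshold lost it, at unchanged medians: NF-κB targets (0.56, adjusted p = 0.68), SREBP genes (-1.45, adjusted p = 0.48), the integrated stress response (1.20, adjusted p = 0.48), the unfolded protein response (0.45, adjusted p = 0.48), MondoA genes (1.04, adjusted p = 0.69), the mTOR pathway (0.18, adjusted p = 0.68), the cell cycle (-1.27, adjusted p = 0.48), the extracellular matrix (-0.52, adjusted p = 0.68), immediate early genes (0.073, adjusted p = 0.69) and fibroblast markers (-1.10, adjusted p = 0.48). The correlation is estimated from 1 residual degree of freedom, so this test could hardly pass for any list. Even the integrated stress response list had an unadjusted p of 0.043 by this camera test. Whether genes moving together account for the calls is therefore not decided. With fry, NF-κB targets (adjusted p = 0.084), the unfolded protein response (adjusted p = 0.13), MondoA genes (adjusted p = 0.17), the mTOR pathway (adjusted p = 0.084), the cell cycle (adjusted p = 0.074), the extracellular matrix (adjusted p = 0.084), immediate early genes (adjusted p = 0.0505) and fibroblast markers (adjusted p = 0.0505) did not pass, while oxidative phosphorylation did (-0.30, adjusted p = 0.0083). MondoA genes lost the threshold under array median scaling (1.04, adjusted p = 0.074), on the deposited scaling (0.70, adjusted p = 0.067), limited to probes above background on all 6 chips (1.04, adjusted p = 0.053), with the culture as a random block (1.04, adjusted p = 0.052), with chips as independent (1.04, adjusted p = 0.051) and by the mean over probes (0.95, adjusted p = 0.13). The mTOR pathway lost it under array median scaling (0.21, adjusted p = 0.051), on the deposited scaling (0.14, adjusted p = 0.067) and limited to all 6 chips (0.16, adjusted p = 0.061), and immediate early genes on the deposited scaling (0.049, adjusted p = 0.067). Oxidative phosphorylation (-0.30, adjusted p = 0.059) gained it on the deposited scaling (-0.31, adjusted p = 0.021), without the filter (-0.30, adjusted p = 0.0077), with the culture as a random block (-0.30, adjusted p = 0.0487) and with chips as independent (-0.30, adjusted p = 0.0487). The block fit estimated a correlation within cultures of -0.022, so it is nearly the fit with chips as independent. The cause of these changes was not tested.

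Leaving out 1 chip or 1 energy-restricted culture at a time, medians ranged from 0.49 to 0.80 for NF-κB targets, -0.0034 to 0.15 for p53 targets, 0.028 to 0.15 for FOXO targets, -1.59 to -1.33 for SREBP genes, 1.17 to 1.24 for the integrated stress response, 0.45 to 0.55 for the unfolded protein response, -0.058 to 0.017 for HIF1 targets and glycolysis, 0.69 to 1.26 for MondoA genes, -0.12 to -0.029 for autophagy and lysosome, 0.15 to 0.29 for the mTOR pathway, -0.18 to 0.034 for the Akt pathway, -1.32 to -1.15 for the cell cycle, -0.58 to -0.44 for the extracellular matrix, -0.32 to -0.21 for oxidative phosphorylation, -0.18 to -0.048 for NRF2 genes, -0.51 to -0.42 for the interferon response, 0.032 to 0.13 for immediate early genes, 0.14 to 0.32 for apoptosis regulators, -0.14 to 0.14 for TFs with enriched motifs, -0.34 to -0.18 for TFs with avoided motifs, -0.18 to -0.018 for leukocyte markers, -1.13 to -1.05 for fibroblast markers, -0.27 to -0.16 for cytosolic heat shock genes, -0.011 to 0.054 for ribosomal proteins, 0.26 to 0.70 for keratinocyte markers, -0.55 to -0.15 for melanocyte markers and -1.59 to -1.13 for endothelial markers. In these, the threshold was lost without the second control chip by MondoA genes (adjusted p = 0.084) and immediate early genes (adjusted p = 0.051), without the first control chip by the mTOR pathway (adjusted p = 0.082), and without the fourth energy-restricted chip by MondoA genes (adjusted p = 0.060) and the mTOR pathway (adjusted p = 0.051). Leaving out a culture gives a value with no test.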

Differences from the paper's values

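The paper's methods name 75 transcripts each as the highest induced and repressed, with fold changes over 3.4. Here 346 known transcripts were over 3.4-fold higher and 420 over 3.4-fold lower, without the paper's t-test; the paper does not say how many passed its limit, so its 75 may be a chosen number. With the methods' t-test at their threshold the numbers here were 336 and 389. For the higher transcripts, the nearest of the alternatives set before the data were examined was no background correction (117), and none came within 1.5 times the paper's value. For the lower transcripts, no background correction (103) did, and the deposited scaling (114) and the others did not.

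The paper gives its 150 selected transcripts as 0.3% of all differentially expressed genes. Of the 2310 transcripts that the paper counts as differentially expressed, 150 are 6.49%, and of the 47323 transcripts on the array they are 0.317%. No processing alternative applies to this share, as it comes from the paper's own counts.

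The paper's count of 2310 transcripts past fold and t-test thresholds stood beside 2309 here with those thresholds (the fold of the group means and the methods' t-test). On the deposited scaling, an alternative chosen after seeing the data, the count with the same thresholds was 1426; without background correction it was not computed. By fold in both cultures and no t-test, a criterion that differs from the paper's, the count was 2448, and it was 1197 without background correction and 1279 on the deposited scaling.

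The paper speaks of reduced levels of FOXA1 and FOXO3 in the avoided group. That group is defined by motifs in promoters, whereas the values here are of the transcripts of these TFs. FOXO3 had a log2 fold change of -0.35 here and did not pass (adjusted p = 0.11 from limma); it passed with the culture as a random block (adjusted p = 0.037), with chips as independent (adjusted p = 0.039) and without the second control chip (adjusted p = 0.030). FOXA1 was not above background in any culture. In the paper's supplementary ranking, the NF-κB matrix that the text names had a p-value of 0.00672 (the paper's), above the stated limit of 0.005, and another matrix of the same name had 0.00109 (the paper's).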

Other observations

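Genes of energy metabolism, protein synthesis and other stress responses went in several directions; the test of TF groups at the end was chosen after the results were seen. Of 32 measured HIF1 target and glycolysis genes, 6 were higher and 10 were lower (8 and 12 when adjusted over the list alone; median -0.05, and over the alternatives between -0.11 on the deposited scaling and 0.017 without the second control chip; mean 0.02, upward test direction; camera adjusted p = 0.97): the angiogenic factor gene VEGFA (2.85) and NDRG1 (1.58) rose on the log2 scale, and adrenomedullin, ADM (-2.36), and the muscle phosphofructokinase PFKM (-1.94) fell. Of 42 measured oxidative phosphorylation genes, 3 were higher and 16 were lower (median -0.30; camera adjusted p = 0.059, but 0.021 on the deposited scaling, 0.0077 without the filter and 0.0487 with the culture as a random block or chips as independent), among them SDHC (-0.98) of complex II and COX7B (-0.95) of complex IV. Of 25 measured mTOR pathway genes, 11 were higher and 3 were lower (median 0.18; camera adjusted p = 0.043, adjusted p = 0.68 with an estimated correlation, 0.082 without the first control chip, 0.051 without the fourth energy-restricted chip, 0.051 under array median scaling, 0.067 on the deposited scaling and 0.061 over probes above background on all 6 chips; the median was 0.29 without the second control chip). SESN2, the AMPK subunit gene PRKAB2 (1.29) and EIF4EBP1 (1.70), whose product represses translation, rose, as did SESN3 (at least 1.37-fold; adjusted p = 0.082 under the methods' t-test and 0.0500 without the first energy-restricted chip). SESN2 and SESN3 inhibit mTOR complex 1. RPS6KB1, the gene of p70-S6 kinase, fell (-0.73; adjusted p = 0.072 under the methods' t-test). Of 44 measured autophagy and lysosome genes, 9 were higher and 8 were lower (median -0.09, but -0.029 without the first and -0.041 without the second control chip and -0.14 by the mean over probes; mean 0.05, upward test direction; camera adjusted p = 0.81). ATG13 (1.82), WIPI1 (1.64), ATG101 (1.30) and ATG4D (1.21) rose, SQSTM1 was at -0.34 (adjusted p = 0.013, but 0.15 under array median scaling, 0.12 with no filter, 0.074 under the methods' t-test, 0.22 without intensity trend, 0.053 without the second control chip and 0.084 without the fourth energy-restricted chip), and MAP1LC3B (-0.08, adjusted p = 0.75) and ATG5 (-0.18, adjusted p = 0.54) did not pass.

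Of 18 measured cytosolic heat shock genes, 3 were higher and 7 were lower (median -0.23; camera adjusted p = 0.34), with HSPA1A (-1.60), HSPA1B (-0.95) and HSPH1 (-0.77) lower; HSPA1A and HSPA1B are near-identical in sequence, so the values of their probes are uncertain. Of 18 measured NRF2 genes, 4 were higher and 7 were lower (median -0.16, but -0.048 without the first energy-restricted culture; camera adjusted p = 0.31), with GCLM (1.14) higher and NQO1 (-2.02) lower. Of 18 measured interferon response genes, 2 were higher and 9 were lower (3 and 9 adjusted over the list alone; median -0.50, but -0.32 without background correction and -0.27 on the deposited scaling; camera adjusted p = 0.15), with XAF1 (2.03) higher and IFIT1 (-3.62), IFI44 (-2.58) and OAS2 (-1.78) lower. Of 23 measured apoptosis regulators, 5 were higher and 4 were lower (median 0.29, but 0.12 without background correction, 0.074 without the filter, 0.11 by the mean over probes, 0.14 without the first control chip and 0.19 without the second energy-restricted culture, with a camera adjusted p of 0.40). The proapoptotic HRK (3.01) was higher and the inhibitor BIRC5 (-2.58), which is also a mitotic gene, was lower. BIRC5 was above background on 2 of 4 energy-restricted chips. Of 40 measured cytosolic ribosomal protein genes, 3 were higher and 4 were lower (0 and 2 adjusted over the list alone; median 0.0097, mean -0.024; camera adjusted p = 0.96), a median that over the alternatives lay between -0.053 (deposited scaling) and 0.054 (without the second energy-restricted culture). Of 4 measured keratinocyte markers, KRT16 (at least 3.03-fold) and KRT10 (0.88) were higher (camera adjusted p = 0.18); of 4 melanocyte markers, MITF (at least 1.97-fold) was higher and KIT (-1.55; its other probe was at least 5.53-fold lower, with no energy-restricted chip above background) lower (adjusted p = 0.81); of 5 leukocyte markers, CD14 (-1.08) was lower (adjusted p = 0.55); and the single measured endothelial marker, TEK (-1.36), was lower (adjusted p = 0.31). Unless given, adjustment over the list alone left these counts as they were.

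The 2 energy-restricted cultures changed alike. Across probes, which are not independent replicates, the correlation of their log2 fold changes was 0.944; as they share a control, unchanged cultures gave 0.50 in 100 simulations. The covariance was 0.633 against 0.0362 in the simulations. The control could not be split, as both of its chips hold RNA of 1 culture, and how much of the excess in correlation comes from the shared control is not known.

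A hypothesis tested was that transcripts of TFs with enriched motifs moved up relative to those of TFs with avoided motifs. The difference in mean log2 fold change between 21 and 13 genes was 0.037 (permutation test with 100000 resamples, two-sided, p = 0.91), which does not decide it: the SD was 0.89 and 0.75 within the groups.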
